# Ly6C^hi^ Monocytes and Their Macrophage Descendants Regulate Neutrophil Function and Clearance in Acetaminophen-Induced Liver Injury

**DOI:** 10.3389/fimmu.2017.00626

**Published:** 2017-06-01

**Authors:** Nadine Graubardt, Milena Vugman, Odelia Mouhadeb, Gabriele Caliari, Metsada Pasmanik-Chor, Debby Reuveni, Ehud Zigmond, Eli Brazowski, Eyal David, Lousie Chappell-Maor, Steffen Jung, Chen Varol

**Keywords:** macrophages, monocytes, neutrophils, drug-induced liver injury, liver immunology

## Abstract

Monocyte-derived macrophages (MoMF) play a pivotal role in the resolution of acetaminophen-induced liver injury (AILI). Timely termination of neutrophil activity and their clearance are essential for liver regeneration following injury. Here, we show that infiltrating Ly6C^hi^ monocytes, their macrophage descendants, and neutrophils spatially and temporally overlap in the centrilobular necrotic areas during the necroinflammatory and resolution phases of AILI. At the necroinflammatory phase, inducible ablation of circulating Ly6C^hi^ monocytes resulted in reduced numbers and fractions of reactive oxygen species (ROS)-producing neutrophils. In alignment with this, neutrophils sorted from monocyte-deficient livers exhibited reduced expression of NADPH oxidase 2. Moreover, human CD14^+^ monocytes stimulated with lipopolysaccharide or hepatocyte apoptotic bodies directly induced ROS production by cocultured neutrophils. RNA-seq-based transcriptome profiling of neutrophils from Ly6C^hi^ monocyte-deficient versus normal livers revealed 449 genes that were differentially expressed with at least twofold change (*p* ≤ 0.05). In the absence of Ly6C^hi^ monocytes, neutrophils displayed gene expression alterations associated with decreased innate immune activity and increased cell survival. At the early resolution phase, Ly6C^hi^ monocytes differentiated into ephemeral Ly6C^lo^ MoMF and their absence resulted in significant accumulation of late apoptotic neutrophils. Further gene expression analysis revealed the induced expression of a specific repertoire of bridging molecules and receptors involved with apoptotic cell clearance during the transition from Ly6C^hi^ monocytes to MoMF. Collectively, our findings establish a phase-dependent task division between liver-infiltrating Ly6C^hi^ monocytes and their MoMF descendants with the former regulating innate immune functions and cell survival of neutrophils and the later neutrophil clearance.

## Introduction

One of the most peculiar characteristics of the liver is the regenerative process that occurs in response to damage and/or injury. Key players of this healing reaction are recruited monocytes and macrophages that undergo marked phenotypic and functional changes that, which license them to promote the initiation, maintenance, and resolution phases of tissue repair (1). Macrophages are an integral functional component of the liver during homeostasis (2), however, their contribution to liver inflammation and resolution remains under debate, with a plethora of studies reporting on both deleterious and hepatoprotective functions of these cells (3–11). The controversy likely arises from the heterogeneity of the liver macrophage compartment, comprising both liver resident Kupffer cells (KCs) and monocytic infiltrates with considerable functional plasticity. Specifically, proinflammatory activity has been attributed to liver infiltrating Ly6C^hi^ monocytes in various acute and chronic liver injury models (12–16). In a model of reversible hepatic fibrosis, these monocytes advance fibrogenesis (7), yet at the resolution phase, the same cells give rise to distinct Ly6C^lo^ prorestorative macrophages that actively promote liver regeneration (5, 8). Similar functional dichotomy was reported in the healing of other tissue-specific injuries such as heart (17), skeletal muscle (18), spinal cord (19), retina (20), and sterile wounds (21).

Others and we have recently embarked on the phenotypic, ontogenic, and molecular definition of the liver macrophage compartment following acute injury caused by overdose of acetaminophen [*N*-acetyl-*p*-aminophenol (APAP); paracetamol] (22, 23). KCs are significantly reduced upon APAP-induced liver injury (AILI) and recover by self-renewal at the resolution phase (22, 23). In contrast, Ly6C^hi^ monocytes are recruited in a CCR2- and M-CSF-mediated manner to become the predominant macrophage subset at the necroinflammatory phase (24 h postchallenge) and subsequently differentiate into ephemeral Ly6C^lo^ monocyte-derived macrophages (MoMF) at the early resolution phase (starting from 48 h) (22). The conditional selective ablation of Ly6C^hi^ monocytes and consequently of their MoMF descendants results in impaired recovery from injury suggesting their pivotal involvement in the resolution from liver damage (22). These results extended earlier studies showing impaired liver resolution following AILI in *Ccr2*^−^*^/^*^−^ mice in which liver monocyte recruitment was diminished (6, 24).

Extensive cell necrosis during AILI initiates an innate inflammatory response with neutrophil recruitment (25). Neutrophils facilitate the recovery from tissue injury by production of lytic enzymes and reactive oxygen species (ROS) necessary for the removal of damaged tissue and necrotic cells (26–29). However, impaired regulation of this neutrophil activity leading to excessive ROS production can cause collateral liver damage. Indeed, neutrophils can aggravate tissue damage in various liver injury models, including hepatic ischemia–reperfusion injury (30), endotoxemia (31, 32), alcoholic hepatitis (33), and bile duct ligation (34), though their role in the pathogenesis of AILI has remained controversial (35–38). Therefore, timely termination of neutrophil activity and their clearance are essential for the resolution of liver injury.

Previous studies suggested that phagocytes including neutrophils, monocytes, and macrophages cooperate during the onset, progression, and resolution of inflammation (28). Yet, the specific interplay of these cells during acute liver injury has remained elusive. Here, we demonstrate that liver infiltrating monocytes, MoMF, and neutrophils spatially and temporally overlap in the centrilobular necrotic areas following AILI. Moreover, we show that Ly6C^hi^ monocytes directly promote ROS production by neutrophils localizing in their proximity. RNA-seq transcriptomic profiling of neutrophils extracted at 24 h following AILI from normal versus Ly6C^hi^ monocyte-deficient livers suggests that monocytes activate neutrophils innate immune pathways and facilitate their apoptosis. At the resolution phase, monocytes differentiate into MoMF and promote neutrophil clearance.

## Materials and Methods

### Mice

The following 8- to 12-week-old male mouse strains were used: C57BL/6J wild-type mice were purchased from Harlan Laboratories (Rehovot, Israel) and *Cx3cr1^gfp/+^*mice (39) were bred at the Sourasky Medical Center animal facility and originally provided by Prof. Steffen Jung, the Weizmann Institute of Science. If not noted otherwise, mice had free access to standard mouse food.

### Acetaminophen-Induced Liver Injury (AILI)

Mice were fasted overnight for 12 h prior to intraperitoneal (i.p.) administration of 300 mg/kg Acetaminophen (APAP, Sigma-Aldrich, USA). Water was returned concomitantly with APAP administration and the food at 2 h later.

### Quantification of Hepatic Damage

Liver samples were obtained at 24 h after AILI, fixed (4% paraformaldehyde), paraffin-embedded, sectioned, and stained with H&E. Pathologic evaluation was performed by a pathologist (Eli Brazowski). Necrosis was scored as 0 (no necrosis), 1 (spotty necrosis), 2 (confluent, zone 3 necrosis), 3 (confluent, zone 2 plus 3 necrosis), or 4 (panlobular necrosis). Bridging necrosis was scored as 0 (absent) or 1 (present) and ballooning of hepatocytes as 0 (absent), 1 (mild), 2 (moderate), or 3 (severe). Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured using a Hitachi 747 Automatic Analyzer.

### MC-21-Mediated Ablation of MoMF

When monocyte ablation was required, mice received an i.p. injection of 400 µL anti-mouse CCR2 mAb (clone MC-21)-conditioned media (29 µg Ab/mL). The injections were performed, starting at 12 h prior to APAP challenge and every 24 h, till the time of sacrifice.

### Isolation of Hepatic Non-Parenchymal Cells

Isolation of hepatic non-parenchymal cells was performed as previously described (22). In brief, mice were anesthetized and perfused livers were collected, cut into small fragments, and incubated with 5 mL digestion buffer composed by 5% fetal bovine serum (Biological Industries, Israel), 0.5 mg/mL Collagenase VIII from *Clostridium histolyticum* (Sigma-Aldrich, USA), 0.1 mg/mL Deoxyribonuclease I from bovine pancreas (Sigma-Aldrich, USA) in Dulbecco’s phosphate-buffered saline with calcium and magnesium (PBS^+/+^, Biological Industries, Israel), in a shaker-incubator at 250 rpm, 37°C for 45 min. The samples were then subjected to three cycles of washing with Dulbecco’s phosphate-buffered saline without calcium and magnesium (PBS^−/−^) at 400 rpm, 4°C for 5 min from which the supernatant was kept, omitting the parenchymal cell pellet. Subsequently, the supernatant was centrifuged at 1,400 rpm, 4°C for 5 min and the cell pellet was lysed for erythrocytes by 2 min incubation with ACK buffer composed by 0.15 M NH_4_Cl, and 0.01 M KHCO_3_, and washed with PBS^−/−^.

### Flow Cytometry Analysis

The following antibodies were used for flow cytometry analysis (dilutions are indicated): anti-mouse CD45 (clone 30-F11, 1:100), anti-mouse/human CD11b (clone M1/70, 1:300), anti-mouse Ly6C (clone HK1.4, 1:300), anti-mouse MHCII (clone M5/114.15.2, 1:200), anti-mouse CD64 (clone X54-5/7.1, 1:50), anti-mouse Ly6G (clone 1A8, 1:100), and anti-mouse Tim4 (clone RMT4-54, 1:50), which were purchased from BioLegend, San Diego, CA, USA. Anti-mouse F4/80 (clone A3-1, 1:50) was purchased from BIORAD. The staining for ROS was performed with 0.1 mM of 2,7-dichlorodihydrofluoresceindiacetate (Molecular Probes Invitrogen). Staining for apoptosis and necrosis markers with Annexin V and propidium iodide was performed with MEBCYTO-Apoptosis Kit (MBL International Corporation). Cells were analyzed with BD FACSCanto™ II (BD Bioscience). Flow cytometry analysis was performed using FlowJo software (TreeStar, Ashland, OR, USA).

### Immunohistochemistry and Immunofluorescence

Ly6G-hematoxylin immunostaining was performed on paraffin-embedded liver sections. For antigen retrieval, slides were placed in 10 mM citric buffer at pH 6 in autoclave at 100 kP. Next, the incubation slides were transferred to H_2_O_2_ and DDW and then processed with Optimax Wash Buffer (BioGenex, USA). Sections were stained with primary antibody anti-mouse Ly6G (clone 1A8, BioLegend, 1:100) in CAS-Block (Invitrogen, USA) for 24 h at 4°C in a wet chamber. After incubation, sections were washed in Optimax Wash Buffer and treated with MACH 3 Mouse Probe and MACH 3 Mouse HRP-Polymer (BIOCARE MEDICAL), according to the manufacturer’s protocol. Peroxidase substrate kit, 3,3-diaminobenzidine tetrahydrochloride (Vector Laboratories) was added to the sections in order to develop the color. Cx3cr1-GFP and Ly6G immunofluorescent staining was performed on frozen liver sections of 13 µm. *Z*-stacking, imaging was performed on 20 µm thick slides. Slides were incubated in cold acetone for 6 min and dried at room temperature. Following washing, slide sections were blocked with Normal Donkey Serum (Jackson ImmunoResearch, Inc.) for 2 h at room temperature. Samples were stained with primary anti-Ly6G-A647 antibody (clone 1A8, 1:100, BioLegend, San Diego, CA, USA) and for 24 h at 4°C followed by double washing. Subsequently, slides were washed with PBST and mounted with Fluorescent Mounting Medium with or without 4,6-diamidino-2-phenylindole (GBI Labs). Images were taken with ZEISS Confocal Microscope (MicroImaging GmbH, ZEISS, Germany). Processing was performed with ZEN 2010 software.

### Quantitative Real-Time PCR

CD45^+^CD11b^+^Ly6G^hi^Ly6C^−/lo^CX_3_CR1^−^ neutrophils were sorted from livers of mice treated with PBS or MC-21, at 24 h following AILI. RNA was isolated using the Ambion Dynabeads^®^ mRNA DIRECT™ Kit, catalog number 61012. Fifty thousand neutrophils were sorted directly into the Lysis/Binding buffer supplied with the kit and isolation was performed according to the manufacturer’s instructions. RNA was then reverse transcribed with the AffinityScript cDNA synthesis kit (Agilent Technologies). PCRs were performed with the SYBER green PCR Master Mix (Applied Biosystems) and the Applied Biosystems 7300 Real-Time PCR machine. The *Cybb* gene expression was compared with ribosomal protein, large PO (*Rplp0*) housekeeping gene. Primer sequences (forward and reverse, respectively) were: RPLP0, 5′-T CCAGCAGGTGTTTGACAAC-3′ and 5′-CCATCTGCAGACACACACT-3′; CYBB, 5′-CCTCTACCAAAACCATTCGGAG-3′ and 5′-CTGTCCACGTACAATTC GTTCA-3′.

### Human Cell Purification and Culture

CD14^+^ monocytes were isolated (>90% purity) from peripheral blood of healthy donors by negative selection using the Monocyte Isolation Kit II Human (Miltenyi Biotec, Germany). The enriched monocyte fraction was suspended for 2 h in RPMI 1640 medium, supplemented with Penicillin/Streptomycin and l-Glutamine only, or activated for 2 h with either 100 ng/mL of *Escherichia coli* lipopolysaccharide (LPS, Sigma-Aldrich, USA) or human hepatocyte apoptotic bodies (generated by exposure of Hep G2 human hepatocellular carcinoma cell line to UV light 0–100 mJ/cm^2^, 142 s). Monocytes were then double washed to exclude direct activation of neutrophils by LPS or apoptotic hepatocytes. In case of LPS stimulation, 50 µg/mL of Polymyxin B (PMB sulfate salt, Sigma-Aldrich, USA) were added to the neutrophil cultures in order to ensure neutralization of LPS residuals, which may directly affect neutrophil activity. Neutrophils were purified (>90% purity) from peripheral blood of healthy donors by Ficoll gradient (Ficoll-Paque™ PLUS, GE Healthcare) as previously described (40). The purified neutrophils were then cultured in 96-well tissue culture round bottom plates at 37°C with the stimulated monocyte cells or with fresh cell-free supernatants extracted from these monocyte cultures. In both cases, non-stimulated monocytes and sole neutrophil cultures were used as controls. After 2 h incubation, pelleted cells were stained with anti-human neutrophil marker CD66b antibody (clone G10F5, BD Biosciences) and for ROS production by flow cytometry. Healthy donors were enrolled after providing informed consent in accordance with the ethical standards on Human Experimentation and the Declaration of Helsinki (#920080132).

### RNA-seq

For RNA-seq 50,000 neutrophil cells per liver were sorted by FACSAria directly into a 1.7 mL microtube containing 50 µL lysis buffer [RNase-free H_2_O, 0.2% Triton-X (Roth) and 0.4 U/μL RNasin (Promega)]. Next, the tube was centrifuged, snap frozen on dry ice and stored at −80°C. RNA-seq library generation, sample preparation and analysis were carried out as previously described (41).

### RNA-seq Processing and Analysis

Four control neutrophil samples and three neutrophil samples extracted from livers of MC-21-treated mice were analyzed by NGS (Illumina NextSeq 500). FastQ files were indexed and mapped for Mm9 genome assembly using HISAT 0.1.5 (42). SAM files were converted to BAM using SAMtools (43). BAM files were analyzed using Partek Genomics Suite 6.6 software.^1^ Gene RPKM (Reads Per Kilobase of transcript per Million mapped reads) (44) normalized reads were obtained, and differentially expressed genes were filtered with cutoffs of *p* < 0.05 (unpaired, two-tailed *t*-test) and fold-change difference of at least twofold. Functional enrichment analyses were performed using DAVID tool (45). All RNA-seq data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database under accession no. GSE95182.

### Gene-Expression Data Mining

Gene expression of apoptotic cell bridge molecules and receptors was extracted out of our previously published database (22) deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database^2^ under accession number GSE55606. Heat maps were performed using Partek Genomics Suite software.

### Statistical Analysis

Data were analyzed by unpaired, two-tailed *t*-test with GraphPad Prism 5.0b (San Diego, CA, USA). Data are presented as mean ± SEM; values of *p* < 0.05 were considered statistically significant.

### Ethics Statement

Studies with human cells were carried out in accordance with the recommendations of Tel-Aviv Sourasky Medical Center Helsinki committee. All subjects gave written informed consent in accordance with the Declaration of Helsinki. The protocol was approved by the Tel-Aviv Sourasky Medical Center Helsinki committee (protocol # 920080132). All mouse studies were carried out in accordance with the recommendations of Tel-Aviv Sourasky Medical Center ethical committee for animal studies. The protocols were approved by the local committee (protocol # 8-3-13 and 29-10-15).

## Results

### Liver Infiltrating Monocytes, MoMF, and Neutrophils Display Overlapping Migratory Behavior following AILI

Acetaminophen-Induced Liver Injury is associated with massive liver infiltration of monocytes and neutrophils (6, 22, 35, 37). To dissect the kinetics of these phagocyte infiltrates and probe for potential communication between them, we performed a detailed histological analysis of liver sections of APAP-challenged C57BL/6 mice. Hematoxylin and eosin (H&E) staining discovered extensive hepatocyte damage, with bridging necrosis, ballooning degeneration, and massive immune cell infiltration at 12, 24, and 48 h following APAP administration. At 72 h, liver regeneration was already initiated, though hepatocyte ballooning was still evident (Figure 1A). Ly6G-Hematoxylin immunostaining revealed that neutrophils infiltrate the centrilobular necrotic areas at 24 h, and are still apparent at early resolution phase at 48 h (Figure 1B). To visualize the mononuclear infiltrates, we took advantage of *Cx3cr1^gfp/+^* reporter mice (39), in whose livers monocyte-derived cells, but not resident KC, are GFP-labeled (22, 46). Immunofluorescent staining of *Cx3cr1^gfp/+^* liver sections revealed that Ly6G^+^ neutrophils and CX_3_CR1-GFP^+^ monocyte-derived cells colocalize within the centrilobular necrotic areas at 24 and 48 h following AILI (Figure 1C, Movie S1 in Supplementary Material).

**Figure 1:**
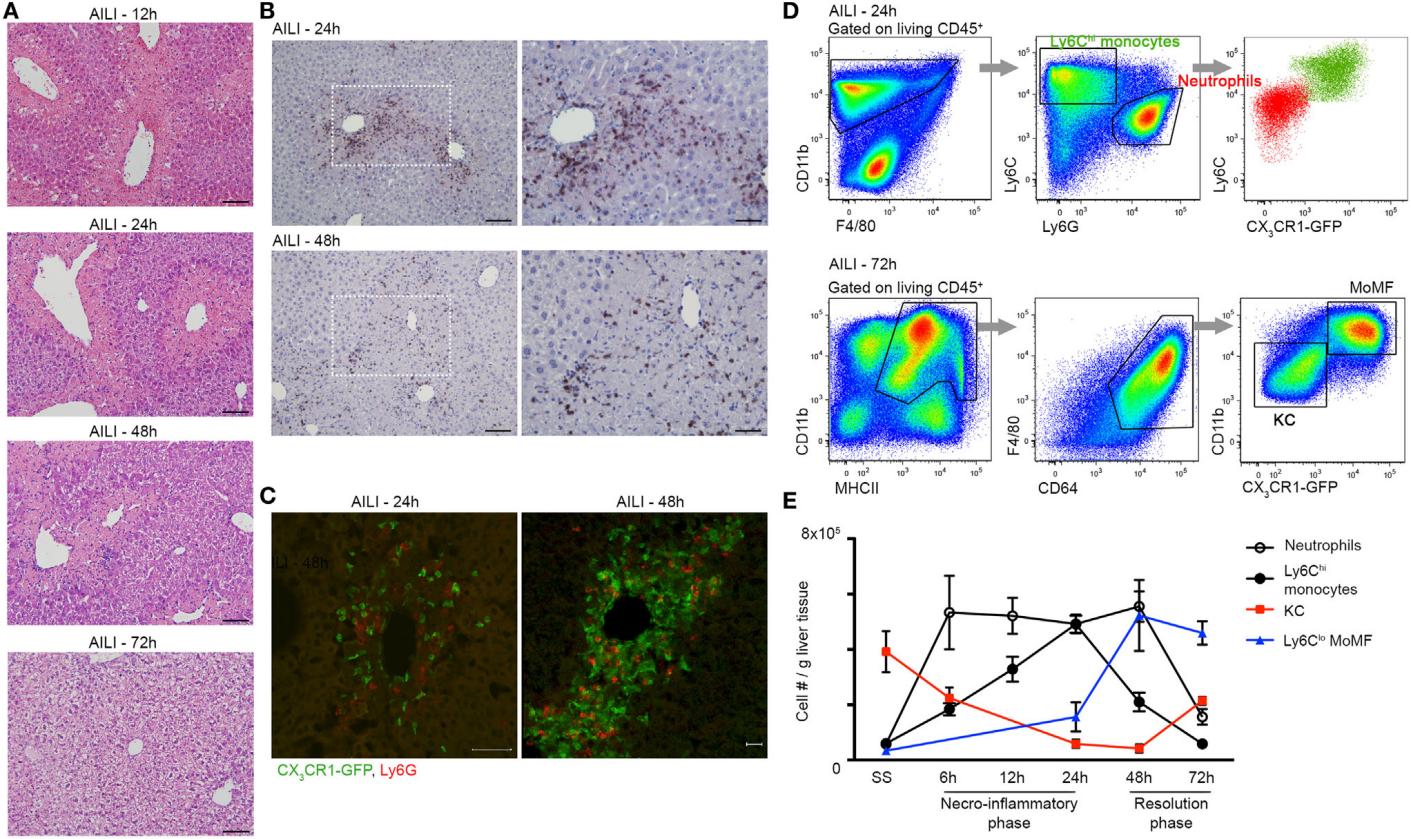
**Liver infiltrating Ly6C^hi^ monocytes, monocyte-derived macrophage (MoMF), and neutrophils spatially and temporally coincide at the inflammatory and resolution phases of acetaminophen-induced liver injury (AILI)**. **(A)** Hematoxylin and eosin (H&E) staining of liver sections at 12, 24, 48, and 72 h following AILI. Original magnification ×20. Bars, 100 µm. **(B)** Immunostaining for Ly6G and hematoxylin on paraffin-embedded liver sections at 24 and 48 h after AILI. Original magnifications ×20 (left image) and ×40 (right image). Bars, 100 µm (×20) and 85 µm (×40). **(C)** Immunofluorescence staining at 24 and 48 h after AILI in *Cx3cr1^gfp/+^* mice. At 48 h, 3D-reconstruction was performed of Z-stacks acquired from 20 µm thick slides. In green are infiltrating monocyte-derived cells and in red are neutrophils, which are stained for Ly6G. Original magnification ×20. Bars, 50 µm for 24 h and 20 µm for 48 h. **(D)** Flow cytometry-based definition of non-parenchymal *Cx3cr1^gfp/+^* liver cells isolated at 24 h (Ly6C^hi^ monocytes and neutrophils) or 72 h [MoMF and Kupffer cell (KC)] following AILI. **(E)** Flow cytometry-based analysis of the dynamics of neutrophils and liver-macrophage subsets at steady state (SS) and at different time points following AILI: Ly6G^+^ neutrophils (white), infiltrating Ly6C^hi^CX_3_CR1-GFP^+^ monocytes (black), resident CX_3_CR1-GFP^neg/lo^ KC (red), and Ly6C^lo^CX_3_CR1-GFP^hi^ MoMF (blue), presented as cell counts normalized per liver tissue mass in gram. Data are presented as mean ± SEM; *n* ≥ 5 mice for each time point. Experiments were repeated at least three times.

To accurately follow the migration kinetics of neutrophils, monocytes, and macrophage subsets in the injured *Cx3cr1^gfp/+^* livers at various time points following AILI, we performed multiparameter flow cytometry analysis on purified non-parenchymal liver cells (22). Neutrophils were defined as CD11b^+^Ly6C^lo^CX_3_CR1-GFP^−^Ly6G^+^ cells, while monocytes were defined as CD11b^+^Ly6C^hi^CX_3_CR1-GFP^+^MHCII^−^Ly6G^−^ cells. KC and MoMF expressed similar levels of the macrophage markers F4/80, CD64 (FcγR), and MHCII, but could clearly be discriminated according to presence and absence of the CX_3_CR1-GFP label (Figure 1D). Neutrophils and monocytes displayed similar recruitment kinetics and accumulated to be the dominant phagocyte populations in the necroinflammatory phase (24 h). Neutrophils are the first cell type to infiltrate tissue after injury. Indeed, neutrophil infiltration preceded that of monocytes at 6 and 12 h after AILI (Figure 1E). At early resolution phase (48 h), neutrophils were still dominant, while many of the Ly6C^hi^ monocytes have already differentiated toward Ly6C^lo^ MoMF. At the resolution phase (72 h), neutrophils were scarcely present and MoMF turned to be the major macrophage subset. Resident KCs were significantly reduced at the necroinflammatory phase of AILI and started to repopulate at the resolution phase (Figure 1E). Collectively, these results show considerable overlap in the infiltration patterns of liver neutrophils and monocytes with respect to location and time.

### Liver Infiltrating Ly6C^hi^ Monocytes Induce ROS Production by Neutrophils

The spatial and temporal colocalization of liver infiltrating neutrophils and Ly6C^hi^ monocytes following AILI prompted us to determine whether these cells are functionally intertwined. Ly6C^hi^ monocyte egress out of the bone marrow to the circulation is CCR2-dependent (47), and are hence amenable to conditional *in vivo* ablation already at the circulation by the anti-CCR2 antibody MC-21 (19, 48, 49). Efficient and specific ablation of circulating and liver infiltrating Ly6C^hi^ monocytes and of their MoMF descendants by MC-21 was confirmed by flow cytometry at 24 and 72 h following AILI, respectively (Figures 2A–C). At 24 h following AILI, MC-21-induced monocyte ablation had no effect on the numbers of liver resident KC, infiltrating neutrophils, and eosinophils (Figure 2A), as well as on the abundance of circulating neutrophils and Ly6C^lo^ monocytes (Figure 2B). At 72 h post AILI, MC-21-mediated ablation had no affect on Tim4^+^ KC repopulation and eosinophil recruitment, but there was a significant increase in neutrophil number (Figure 2C). We have previously reported that the inducible ablation of Ly6C^hi^ monocytes and their MoMF descendants impairs liver resolution at 48 h following AILI (22). Corroborating these results, blinded histopathological assessment of livers extracted from MC-21 treated mice revealed extended necrotic damage specifically at 48 h following AILI (Figure S1A in Supplementary Material) with significant increase in the pathological score (Figure S1B in Supplementary Material). Importantly, we could not detect any significant impact on hepatic damage at the necroinflammatory phase as manifested by similar histopathological score at 12 and 24 h post-AILI (Figures S1A,B in Supplementary Material) and similar levels of the liver enzymes ALT/AST in the serum (Figures S1C,D in Supplementary Material) at 24 h post-AILI. Liver enzyme levels were profoundly and gradually reduced starting at 48 h post AILI with no significant impact for MC-21-mediated ablation (Figures S1C,D in Supplementary Material). Therefore, these results point to MC-21-induced Ly6C^hi^ monocyte ablation as being a suitable model for studying monocyte effects on neutrophil activity and clearance during AILI.

**Figure 2:**
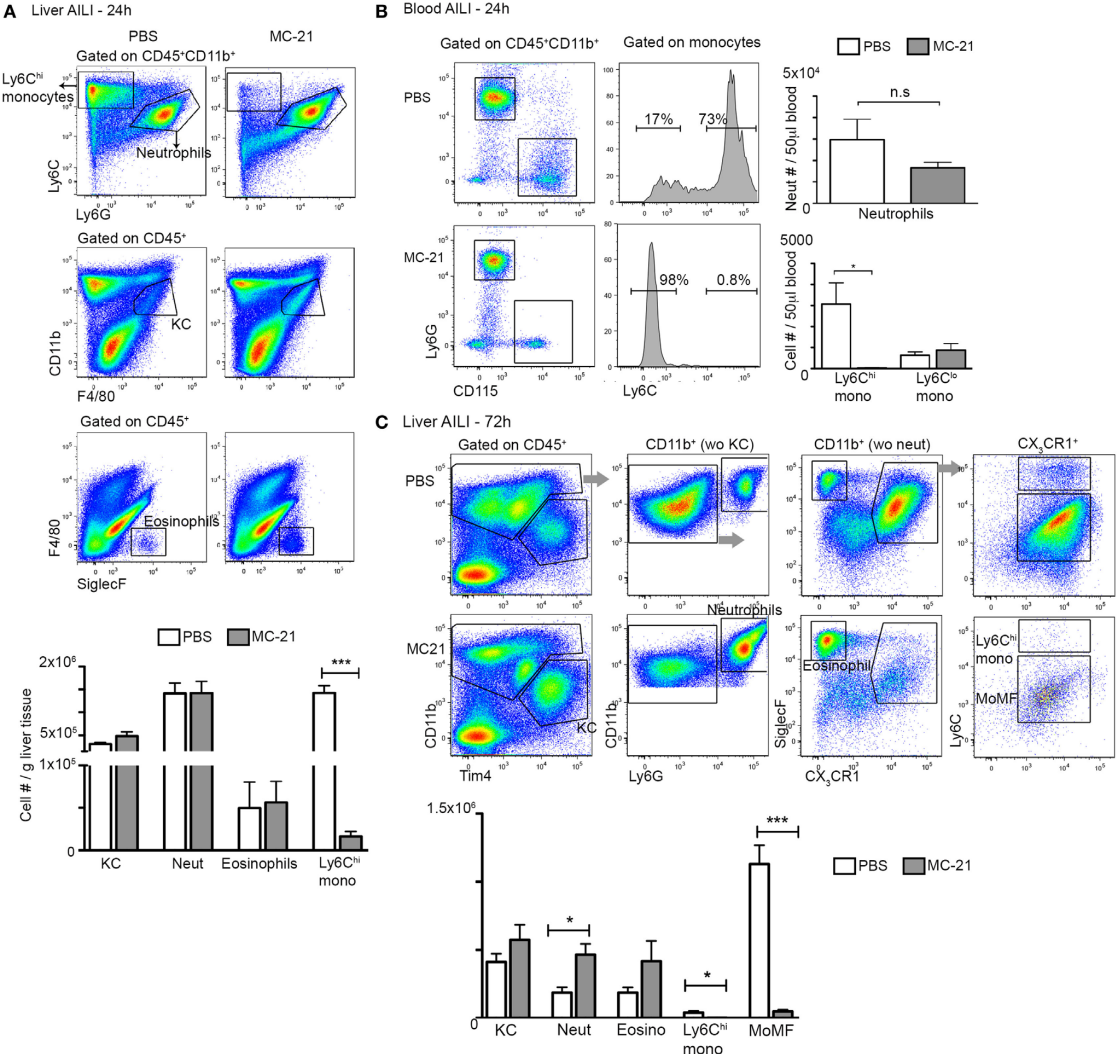
**MC-21 treatment induces the specific ablation of Ly6C^hi^ monocytes and MoMF**. **(A)** Flow cytometry analysis of hepatic non-parenchymal cells at 24 h following acetaminophen-induced liver injury (AILI) in mice injected with MC-21 or phosphate-buffered saline (PBS). Below, graphical summary of Kupffer cell (KC), neutrophil, eosinophil, and Ly6C^hi^ monocyte cell numbers normalized for liver tissue mass. Note the specific depletion of Ly6C^hi^ monocytes. **(B)** Flow cytometry analysis of peripheral blood of control versus MC-21-treated mice showing Ly6C^hi^ and Ly6C^lo^ CD115^+^ monocyte subsets as well as CD115^−^Ly6G^hi^ neutrophils. Next, graphical summaries showing the cell numbers per 50 µL blood of neutrophils and Ly6C^hi^ and Ly6C^lo^ monocyte subsets at 24 h following AILI. **(C)** Flow cytometry analysis of hepatic non-parenchymal cells at 72 h following AILI in mice injected with MC-21 or PBS. Below, graphical summary of KC, neutrophil, eosinophil, Ly6C^hi^ monocyte and monocyte-derived macrophage (MoMF) cell numbers normalized for liver tissue mass. Note the specific depletion of Ly6C^hi^ monocytes and their MoMF descendants. Data are presented as mean ± SEM; *n* ≥ 5 mice for each time point. Data were analyzed by unpaired, two-tailed *t*-test, comparing each time between PBS and MC-21-treatments, and are presented as mean ± SEM with significance: *p < 0.05 and ***p < 0.001 (*n* ≥ 5 mice/group). Experiments were repeated at least twice.

A hallmark of neutrophil recruitment to sites of injury is their synthesis of ROS, which can cause collateral tissue damage, if not restrictively controlled (26–29). Flow cytometry analysis at the necroinflammatory phase uncovered that ROS production is restricted to CD11b^+^ myeloid cells; among them the fraction of Ly6G^+^ neutrophils was profoundly greater than that of Ly6C^hi^ monocytes (Figure 3A). Interestingly, monocyte ablation resulted in a significantly reduced percentage of ROS^+^ neutrophils during both the necroinflammatory and the resolution phase after injury (Figures 3B,C). Moreover, ROS mean fluorescence intensity out of ROS^+^ neutrophils was reduced at all analyzed time points (Figure 3D). With respect to the numbers of ROS^+^ neutrophils, there was a significant decrease in response to Ly6C^hi^ monocyte-ablation specifically at the 24 h time point of the necroinflammatory phase (Figure 3E). In contrast, we observed a significant accumulation of ROS^−^ cells at the resolution phase (48 and 72 h) (Figure 3F), which were smaller and less granular than ROS^+^ cells (Figure 3G). In alignment with the reduced ROS production in neutrophils at the necroinflammatory phase, liver neutrophils sorted at 24 h following AILI displayed marked reduction in the gene encoding for NADPH Oxidase 2 (*Cybb*) (Figure 3H), a key driver of ROS production in neutrophils (50). Collectively, these data suggest that liver infiltrating Ly6C^hi^ monocytes promote ROS-production by neutrophils at the necroinflammatory phase of AILI.

**Figure 3:**
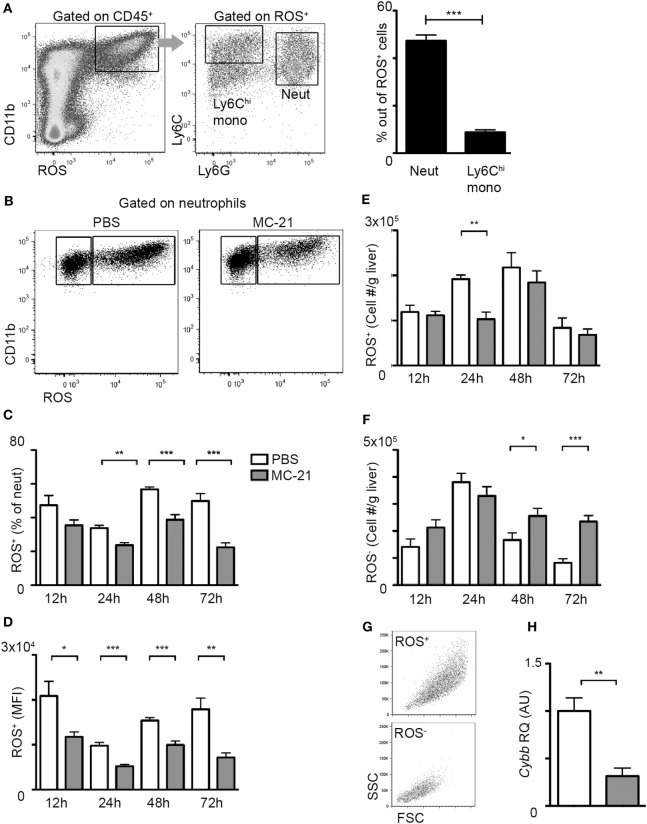
**Reduced neutrophil-derived reactive oxygen species (ROS) production in the absence of Ly6C^hi^ monocytes**. **(A)** Flow cytometry and graphical representation demonstrating the definition of CD11b^+^ ROS^+^ cells at acetaminophen-induced liver injury (AILI)-24 h livers and the fraction of Ly6C^hi^ monocytes and Ly6G^+^ neutrophils out of these cells. **(B)** Flow cytometry analysis at AILI-24 h livers showing ROS staining in neutrophils gated as CD45^+^CD11b^+^Ly6G^+^Ly6C^lo^ cells. **(C–F)** Graphical summaries of flow cytometry analyses of injured livers of phosphate-buffered saline (PBS) (white) versus MC-21-treated (gray) mice at 12, 24, 48, and 72 h following AILI showing the **(C)** fraction of ROS^+^ neutrophils out of total living neutrophils, **(D)** mean fluorescence intensity (MFI) of ROS out of ROS^+^ neutrophil population, and **(E)** the numbers of ROS^+^ and **(F)** of ROS^−^ neutrophils normalized per liver tissue mass in gram. **(G)** Flow cytometry representation of size (FSC) and granularity (SSC) parameters of ROS^+^ and ROS^−^ neutrophil populations. Note that ROS^−^ cells are smaller and less granular. **(H)** Graphical representation of quantitative RT-PCR gene expression analysis of *Cybb*, comparing neutrophils from PBS (white) and MC-21-treated (gray) livers. For A and C-F, data were analyzed by unpaired, two-tailed *t*-test, comparing each time livers from PBS versus MC-21-treated mice and are presented as mean ± SEM with significance: *p < 0.05, **p < 0.01, ***p < 0.001 (*n* ≥ 5 mice/group for each time point). For H, data were analyzed by unpaired, two-tailed t-test, comparing sorted neutrophils from livers of PBS (white) versus MC-21-treated (gray) mice and are presented as mean ± SEM with significance: **p < 0.01 (*n* ≥ 4 mice/group).

### CD14^+^ Human Monocytes Directly Activate ROS Production in Neutrophils

In order to examine whether monocytes directly induce ROS production in neutrophils, we performed coculture assays of human CD14^+^ monocytes, the equivalent of the murine Ly6C^hi^ monocytes, and CD66b^+^ neutrophils isolated from the blood of human healthy donors. We resorted to the human setup due to the better survival of these cells following isolation. Monocytes were incubated with medium only or activated with LPS for 2 h, carefully washed to remove LPS, and then cocultured with neutrophils for 2 h. Neutrophil activation was assessed by their production of ROS. PMB was added to the culture in order to exclude any direct activation of neutrophils by LPS remnants. Indeed, PMB was efficient in preventing neutrophil activation even following direct exposure to LPS (Figure 4A). Notably, LPS-stimulated monocytes induced greater ROS production by neutrophils in comparison to naïve monocytes or direct LPS stimulation (Figure 4A). A similar effect was observed in response to 2 h exposure of neutrophils to cell-free supernatants (+ PMB) of activated versus naïve monocytes (Figure 4A). Moreover, neutrophils exposed to LPS-activated monocyte cells or their cell-free supernatants exhibited an activated phenotype as manifested by a significant increase in the protein expression of the neutrophil activation marker CD66b (Figure 4B). Interestingly, AnnexinV^+^ apoptotic cells were more prevalent in neutrophil cultures exposed to supernatants of LPS activated CD14^+^ monocytes in comparison to supernatants of naïve monocytes (Figure 4C). To mimic possible physiological cues encountered by liver infiltrating monocytes during AILI, human CD14^+^ monocytes were cultured for 2 h with hepatocyte apoptotic bodies generated from the human hepatocyte cell line HepG2. Also under these settings, stimulated monocytes induced significant increase in ROS production by the cocultured neutrophils (Figure 4D). Collectively, these results demonstrate the potent ability of monocyte-derived secreted factors to directly activate ROS production by neutrophils.

**Figure 4:**
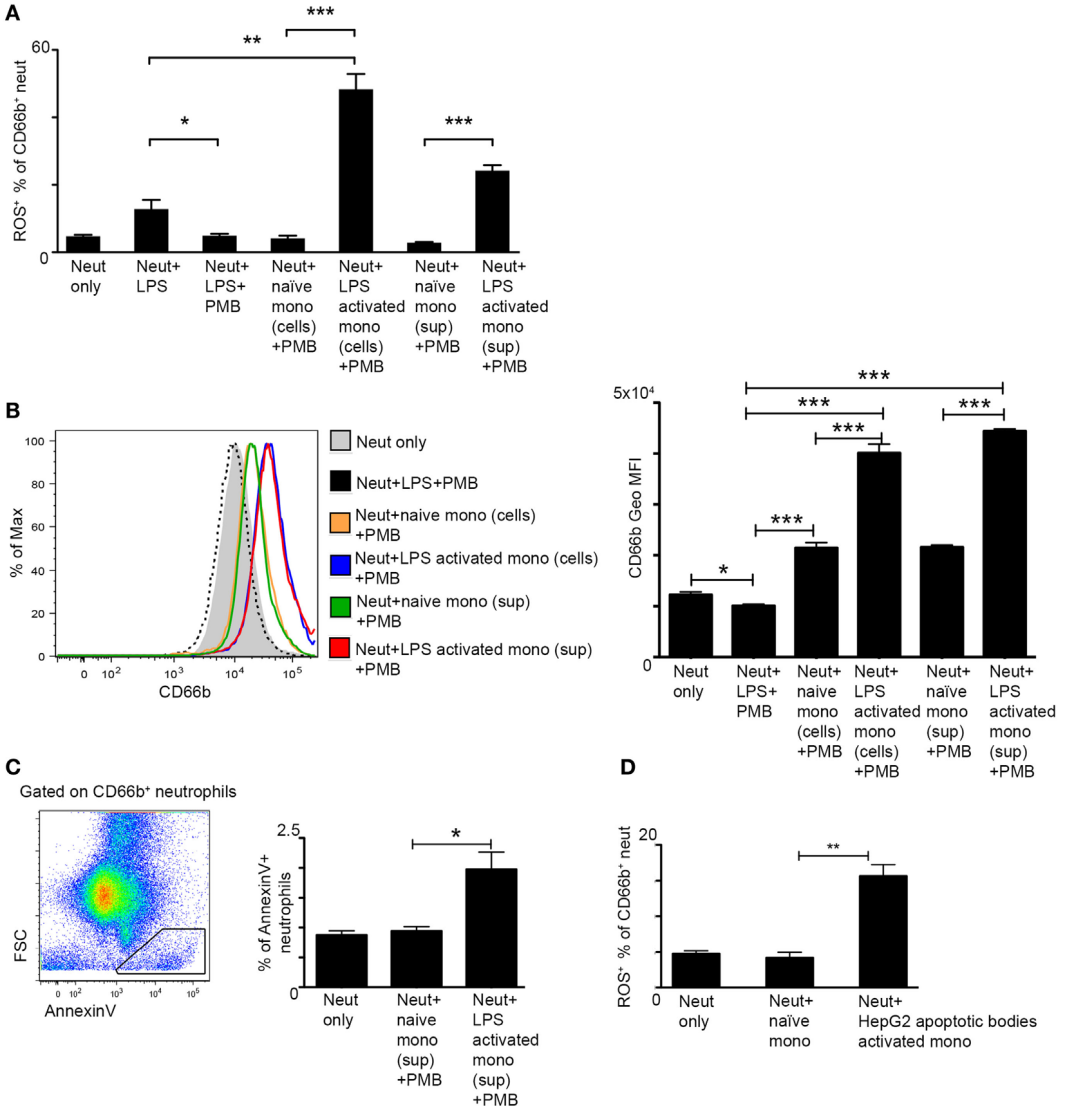
**Activated monocytes directly induce reactive oxygen species (ROS) production by neutrophils**. **(A)** Graphical summary of flow cytometry analyses showing the fraction of ROS^+^ neutrophils out of CD66b^+^ neutrophils following 2 h culture with lipopolysaccharide (LPS)-activated human CD14^+^ monocyte cells or with their cell-free supernatants; Polymyxin B (PMB) was added to all cultures in order to avoid direct activation of neutrophils by LPS remnants. **(B)** Left, representative histogram plot showing the expression level of the neutrophil activation marker CD66b following different treatments. Right, Summarizing graph showing the geometric mean fluorescence intensity (Geo MFI) of CD66b protein following different treatments. **(C)** Left, representative flow cytometry image showing the identification of AnnexinV^+^FSC^lo^ apoptotic cells among CD66b^+^ neutrophils. Right, Summarizing graph showing the fraction (%) of these cells among total CD66b^+^ neutrophils. **(D)** The fraction of ROS^+^ neutrophils out of CD66b^+^ neutrophils following 2 h culture with human CD14^+^ monocyte cells pre-activated with HepG2 apoptotic bodies. Data were analyzed by unpaired, two-tailed *t*-test and are presented as mean ± SEM with significance: *p < 0.05, **p < 0.01, ***p < 0.001 (*n* ≥ 3 human donors/group for each monocyte group, the same pool of neutrophils was used).

### Gene Expression Profiling of Neutrophils from Monocyte-Deficient Livers Indicates Altered Innate Immune Functions

We next studied the effect of monocyte-absence on neutrophil function. RNA-seq-based gene expression profiling was performed on neutrophils sorted from livers of MC-21- and PBS-treated animals, at 24 h following AILI. 

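Mice received 300 mg/kg of acetaminophen and, from 12 h before it and every 24 h, either PBS or 400 µL of medium with 29 µg/mL of the anti-CCR2 antibody MC-21, and 50000 neutrophils per liver were sorted at 24 h. The 3′ RNA-seq libraries of 4 livers of PBS-treated and 3 of MC-21-treated mice had mouse numbers 5 to 8 and 2 to 4. The authors mapped the reads to mm9 and deposited RPKM values per library for 16047 genes, of which 269 were at 0 in every library. Between 12376 and 13864 genes were above 0 in a library. Low RPKM values of a gene fell on multiples of what 1 read was worth, which gives the depth of each library. In a transcript of 1 kb, 1 RPKM was 2.77, 3.33, 2.66 and 3.96 reads in PBS replicates 5 to 8 and 3.57, 1.59 and 2.78 reads in MC-21 replicates 2 to 4. Differences between MC-21 and PBS neutrophils were computed with limma on log2(RPKM + 1) for the 9594 genes with a mean of at least 1 RPKM. A fold change is on that scale, which understates the change of genes with low RPKM. Pearson's r of these values across genes, which are not independent replicates, was between 0.953 and 0.974 within PBS neutrophils, between 0.955 and 0.962 within MC-21 neutrophils and between 0.943 and 0.973 across the groups. Coordinates are those of mm9.

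**Figure D1:**
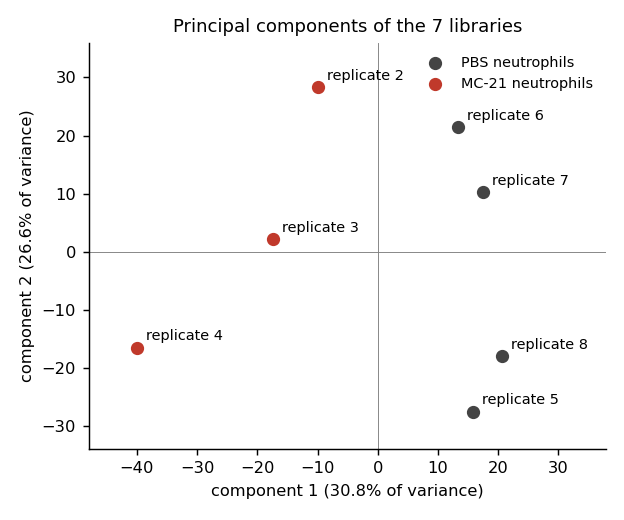
Scores of the 7 libraries on the first and second principal components of log2(RPKM + 1) over 9594 genes, with each point 1 library. Component 1 (30.8% of the variance) has the PBS libraries on one side and the MC-21 libraries on the other, and component 2 (26.6%) has libraries of both groups on each side of 0.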

Initial analysis revealed 449 genes that were significantly different (*p* < 0.05, *t*-test) with at least twofold change. 

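With limma's test in place of the t-test, 259 of the 9594 genes tested had an unadjusted p under 0.05 and at least a 2-fold change. After Benjamini-Hochberg adjustment over all genes tested, 60 genes had an adjusted p under 0.05, 41 of them lower and 19 higher in MC-21 neutrophils, and 56 of these 60 also changed at least 2-fold. An unadjusted p under 0.05 was reached by 1415 genes. The split of the adjusted calls depended on scaling, with 30 lower and 44 higher when each library was centred on its median, and 29 lower and 26 higher with quantile normalization. The count with an adjusted p under 0.05 was 4 with a t-test on the log2 values, and 152 with the second principal component as a covariate, which was chosen after the data were seen. In 1280 genes (13.3% of those tested) the values of the PBS and MC-21 libraries did not overlap, against 5.71% expected by chance for 4 libraries against 3.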

Forest plot analysis of the differentially expressed genes uncovered a higher percentage of down-regulated genes for each functional group (Figure 5A), suggesting an overall decreased activity of “MC-21 neutrophils.” 

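Of the 259 genes that passed both cutoffs, 161 were lower and 98 were higher in MC-21 neutrophils, so that 62.2% were lower (95% Wilson confidence interval 56.1 to 67.9%, which covers counting error only). The whole distribution was shifted as well. The median log2 fold change over all genes tested was -0.15, and 69.4% of them were lower in MC-21 neutrophils. The median log2(RPKM + 1) of the libraries was between 3.13 and 3.23 in PBS neutrophils and between 2.89 and 3.07 in MC-21 neutrophils (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 3 allow). RPKM is relative to a library's mapped reads, so the shift does not show a general fall of expression. The split of lower and higher genes depended on this shift. With each library centred on its median, 39.8% of 246 genes were lower, and with quantile normalization 42.9% of 233 genes were lower. From the higher percentage of down-regulated genes in each functional group, the paper proposes that the activity of MC-21 neutrophils was decreased.

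**Figure D2:**
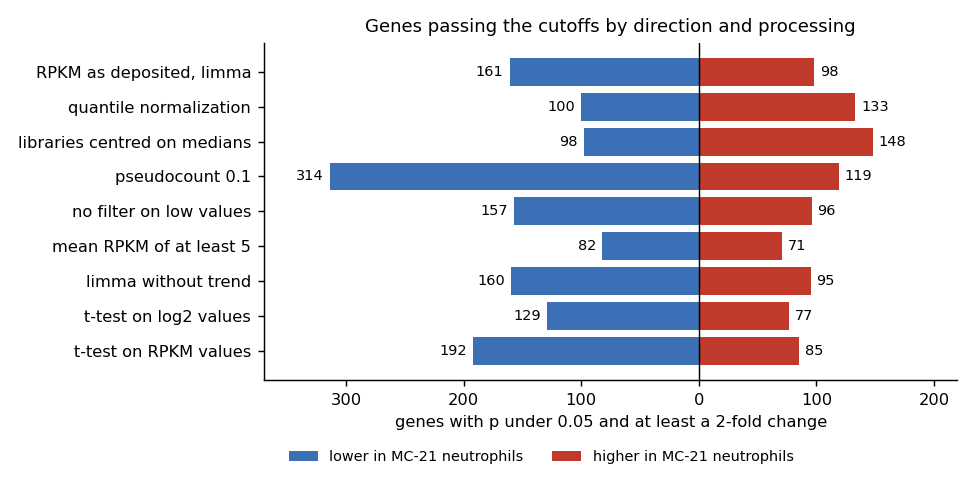
Number of genes with p under 0.05 and at least a 2-fold change that were lower (left, blue) or higher (right, red) in MC-21 neutrophils, for the RPKM values as deposited and for each other way of processing set before the data were examined, leaving out the fits without a replicate. With the values as deposited 161 genes were lower and 98 higher, and with libraries centred on medians 98 were lower and 148 higher.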

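The 5 largest falls among genes with an adjusted p under 0.05 and no overlap between the groups were those of S100a4, Trem2, Fcgr1, H2-Ab1 and Arl5c. Marker genes of monocytes and macrophages were lower in the MC-21 libraries too. A smaller amount of RNA of these cells may therefore account for part of such falls. S100a4, on chromosome 3 from 90407692 to 90409967, had 299 ± 48.7 RPKM in PBS neutrophils (SD, n = 4) and 32.7 ± 4.07 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -3.15, standard error 0.16, adjusted p = 6.1e-05 from limma). Its log2 fold change stayed between -3.23 and -3.04 when each library was left out in turn, and it moved most when each library was centred on its median, to -2.98. Trem2 had 19.6 ± 6.96 RPKM in PBS neutrophils (SD, n = 4) and 2.03 ± 1.02 RPKM in MC-21 neutrophils (SD, n = 3), with a log2 fold change of -2.74 (standard error 0.32, adjusted p = 0.00853). Arl5c, which Figure 5C does not show, had 7.16 ± 0.494 RPKM in PBS neutrophils (SD, n = 4) and 1.03 ± 0.510 RPKM in MC-21 neutrophils (SD, n = 3) and a log2 fold change of -2.04 (standard error 0.22, adjusted p = 0.00755).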

Utilizing the DAVID bioinformatics database, we revealed among the downregulated genes a functional enrichment for biological processes, such as antigen processing and presentation, angiogenesis, phagocytosis, complement pathway, extracellular matrix (ECM) remodeling, and neutrophil migration. In contrast, the list of upregulated genes displayed enrichment for genes associated with regulation of cell death, acute inflammatory response, proteolysis, negative regulation of JAK-STAT cascade, negative regulation of metabolic processes, negative regulation of kinase activity, and cAMP signaling pathway (Figure 5B).

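The 5 largest rises by the same rule were those of Car4, Chil3, Crispld2, Prnp and Lipg. Chil3, on chromosome 3 from 105950472 to 106022425, had 143 ± 66.2 RPKM in PBS neutrophils (SD, n = 4) and 769 ± 285 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 2.47, standard error 0.35, adjusted p = 0.0172 from limma). Prnp rose by a log2 fold change of 2.37 (standard error 0.31, adjusted p = 0.0139), from 2.91 ± 1.55 RPKM (SD, n = 4) to 18.4 ± 4.55 RPKM (SD, n = 3).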

**Figure 5:**
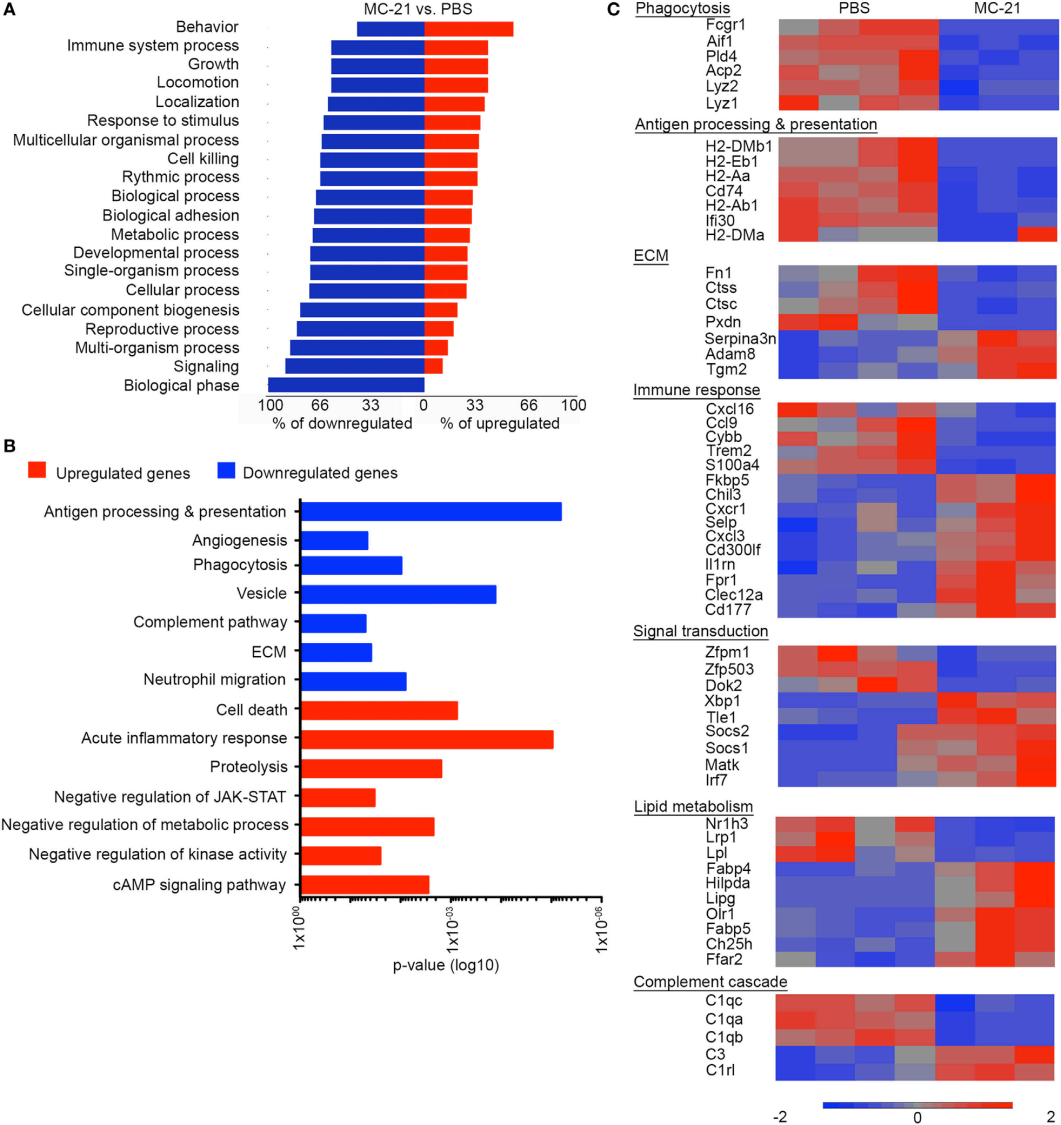
**Altered neutrophil-mediated innate immune functions and cell survival in the absence of Ly6C^hi^ monocytes**. **(A)** Forest plot analysis of 449 differentially expressed genes (*p* < 0.05; *t*-test, with at least twofold change) presenting for each biological process the percentage of downregulated genes (in blue) and upregulated genes (in red). **(B)** Graphic representation of the significance (*p*-value) for the enrichment of selected GO categories out of DAVID analyses performed for the downregulated (in blue) and upregulated genes (in red) comparing between “MC-21” versus “phosphate-buffered saline (PBS)” neutrophils. Analysis was performed on the differentially expressed genes (*p* < 0.05; *t*-test, ≥2-fold change). **(C)** RNA-seq heat map analysis displaying the differential expression (z-scored) of genes between “MC-21” and “PBS” neutrophils, which are associated with phagocytosis, antigen processing and presentation, extracellular matrix (ECM) remodeling, immune response, signal transduction, lipid metabolism, and complement cascade. Color legend is presented at the bottom of the figure. Analysis was performed on the differentially expressed genes (*p* < 0.05; *t*-test, ≥2-fold change).

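Figures 5C and 6A show 68 genes, 35 of them lower and 33 higher in MC-21 neutrophils. In limma's fit all 68 changed in the direction that the figures show, and 58 had an unadjusted p under 0.05 with at least a 2-fold change. With the p-values adjusted over all 9594 genes, 31 of the 68 had an adjusted p under 0.05. When the 69 genes that the paper names from these data, Nfkb2 included, were adjusted on their own, 68 did, which shows no stability since the list is the paper's own calls on these libraries. In 62 of the 68 genes the libraries of the groups did not overlap. The median log2 fold change was -1.30 for the lower genes and 1.35 for the higher genes. By category, the adjusted p was under 0.05 in 4 of 6 genes for phagocytosis, 6 of 7 for antigen processing and presentation, 0 of 7 for extracellular matrix (6 of these 7 passed the unadjusted cutoffs), 6 of 15 for immune response, 3 of 9 for signal transduction, 6 of 10 for lipid metabolism, 3 of 5 for the complement cascade and 3 of 9 for cell survival. With the second principal component as a covariate, which was chosen after the data were seen, 47 of the 68 had an adjusted p under 0.05, some extracellular matrix genes among them. Without each library in turn this number ranged from 6 (without PBS replicate 8) to 41 (without PBS replicate 6). It was 5 without a filter on low values, 2 with a t-test on log2 values and 1 with a t-test on RPKM values. The count that passed the unadjusted cutoffs moved most without MC-21 replicate 4, to 49 genes. Marker genes of monocytes and macrophages that are not among those of Figures 5C and 6A were also lower in MC-21 neutrophils, with a mean difference over 11 genes of -0.93 in log2(RPKM + 1) (two-sided exact permutation test, p = 0.0286, adjusted p = 0.154 over 27 gene sets).

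**Figure D3:**
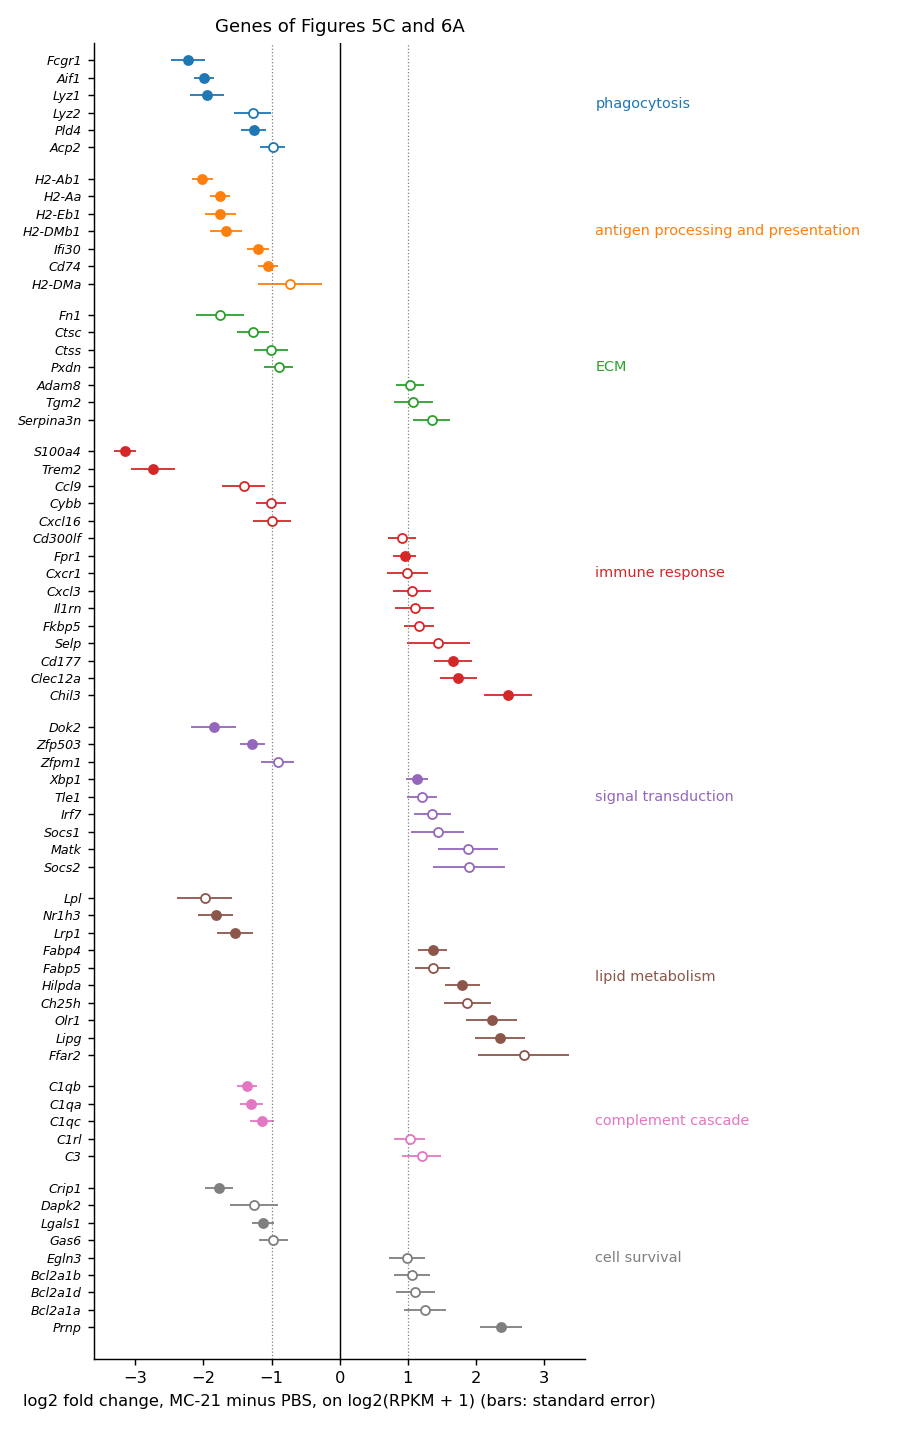
Log2 fold change between MC-21 and PBS neutrophils on log2(RPKM + 1) for the 68 genes of Figures 5C and 6A, by category, with bars of 1 standard error from limma. Filled points have an adjusted p under 0.05 (31 genes), and dotted lines mark a 2-fold change.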

In depth gene expression comparison further supported the idea that monocytes positively regulate innate immune activity of colocalized neutrophils (Figure 5C). 

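Cybb, on chromosome X from 9012378 to 9064897, had 15.3 ± 3.28 RPKM in PBS neutrophils (SD, n = 4) and 7.10 ± 1.75 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.01, standard error 0.22, adjusted p = 0.0791 from limma). The values did not overlap (two-sided exact permutation test, p = 0.0286), and with each library left out in turn the log2 fold change stayed between -1.18 and -0.90. The adjusted p was between 0.0606 and 0.306 under the other ways of processing. Such ranges include fits without 1 library and fits chosen after the data were seen. The lowest value for Cybb came from a fit of the latter kind, with the second principal component as a covariate. Marker genes of monocytes and macrophages were lower in the MC-21 libraries as well, so less RNA of these cells may account for part of the fall of Cybb. Cyba, Ncf1, Ncf4 and Rac2 had log2 fold changes between -0.20 and 0.22 and adjusted p-values of 0.511 or more. Cyba changed sign after a correction for GC content that was chosen after the data were seen, and Rac2 without MC-21 replicate 2.

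**Figure D4:**
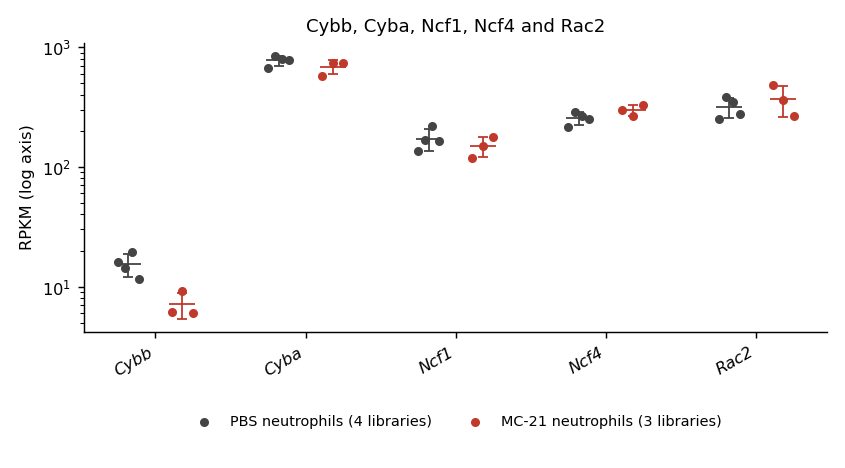
RPKM of Cybb, Cyba, Ncf1, Ncf4 and Rac2 on a log axis, with 1 point per library and the mean ± SD of 4 PBS and 3 MC-21 libraries. Cybb lies between 11.6 and 19.5 RPKM in PBS neutrophils and between 6.06 and 9.13 RPKM in MC-21 neutrophils, and the groups overlap in the other 4 genes shown.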

In alignment with the reduction in ROS-producing neutrophils in the absence of monocytes (Figure 3), the gene encoding for NADPH Oxidase 2 (*Cybb*) was significantly reduced in “MC-21 neutrophils” in comparison with “PBS neutrophils” (Figure 5C). Neutrophils also serve as rapid and potent phagocytes during tissue regeneration; however, “MC-21 neutrophils” displayed decreased expression of phagocytosis genes including the lysozymes *Lyz1* and *Lyz2*, the actin binding protein allograft inflammatory factor 1 (*Aif1*), the phospholipase D4 (*Pld4*), the lysosomal acid phosphatase 2 (*Acp2*), and the Fc gamma receptor-1 CD64 (*Fcgr1*). 

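Fcgr1, on chromosome 3 from 96086832 to 96098179, had 10.1 ± 3.15 RPKM in PBS neutrophils (SD, n = 4) and 1.31 ± 0.200 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -2.22, standard error 0.25, adjusted p = 0.00851 from limma). Aif1 had 47.9 ± 3.69 RPKM in PBS neutrophils (SD, n = 4) and 11.3 ± 1.44 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -2.0, adjusted p = 7.7e-04). Lyz1 and Pld4 fell by 1.95 and 1.27 on the log2 scale, with adjusted p-values of 0.0139 and 0.0172. The adjusted p was 0.0739 for Lyz2 (log2 fold change -1.28) and 0.0519 for Acp2 (log2 fold change -0.99). Under the other ways of processing it was between 0.0284 and 0.285 for Lyz2 and between 0.0410 and 0.235 for Acp2. Both low ends came with the second principal component as a covariate, which was chosen after the data were seen. Lyz1 and Lyz2 share 16.1% and 15.4% of their 50-base words with each other. In all 6 genes the PBS and MC-21 libraries did not overlap. Monocyte and macrophage marker genes fell in the same libraries.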

On a different note, up-regulation of genes associated with antigen processing and presentation are often identified in activated neutrophils under certain inflammatory scenes (51–53). 

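H2-Aa, on chromosome 17 from 34406276 to 34424772, had 515 ± 87.7 RPKM in PBS neutrophils (SD, n = 4) and 150.5 ± 11.7 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.76, standard error 0.15, adjusted p = 0.00159 from limma). H2-Ab1 had 142 ± 22.3 RPKM in PBS neutrophils (SD, n = 4) and 34.2 ± 1.02 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -2.01, adjusted p = 7.7e-04). H2-DMb1, Cd74 and Ifi30 fell by 1.67, 1.05 and 1.19 on the log2 scale, with adjusted p-values of 0.0172, 0.0170 and 0.0165. H2-DMa had 25.2 ± 7.34 RPKM in PBS neutrophils (SD, n = 4) and 18.8 ± 17.6 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -0.73, standard error 0.47, adjusted p = 0.511), with 9.96, 39.0 and 7.37 RPKM in MC-21 replicates 2, 3 and 4 and between 19.7 and 36 RPKM in the PBS libraries. The mean over 8 MHC class II pathway genes was lower by -1.20 in log2(RPKM + 1) (two-sided exact permutation test, p = 0.0286, adjusted p = 0.154), with all 8 genes lower. Monocyte and macrophage marker genes fell in these libraries too.

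**Figure D5:**
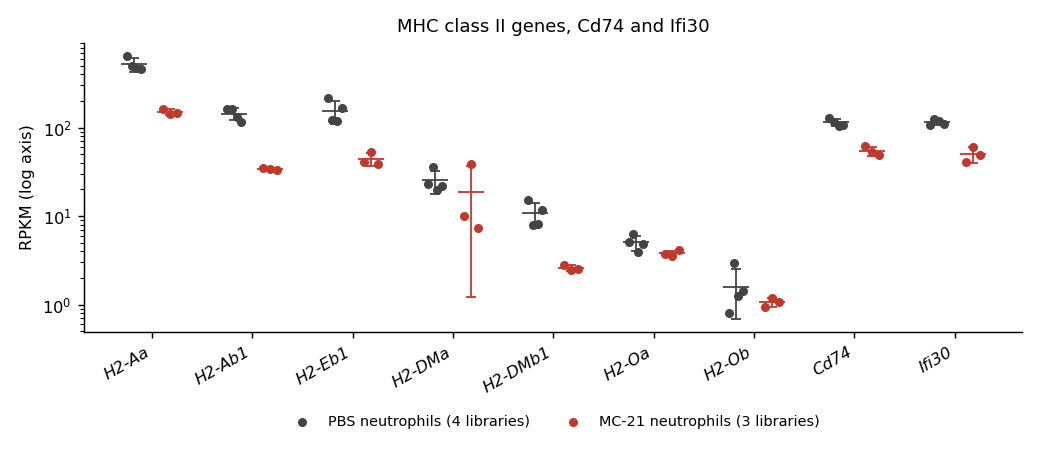
RPKM of the MHC class II genes, Cd74 and Ifi30 on a log axis, with 1 point per library and the mean ± SD of 4 PBS and 3 MC-21 libraries. H2-Aa lies between 454 and 644 RPKM in PBS neutrophils and between 142 and 164 RPKM in MC-21 neutrophils, and 1 MC-21 library has 39.0 RPKM of H2-DMa, above every PBS library.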

In support of their lower activation, “MC-21 neutrophils” exhibited clear reduction in the expression of several MHC class II molecules, including *H2-Aa, H2-Ab1, H2-DMa*, and *H2-DMb1*, the CD74 invariant chain of MHCII (*Cd74*) as well as the lysosomal thiol reductase *Ifi30*. Indeed, flow cytometry analysis confirmed a reduction in the fraction of MHCII^+^ neutrophils following Ly6C^hi^ monocyte ablation (Figure S2 in Supplementary Material). With respect to tissue ECM remodeling features, “MC-21 neutrophils” had lower expression of cathepsins C and S (*Ctsc* and *Ctss*), fibronectin (*Fn1*), and heme-containing peroxidase (*Pxdn*), though they had higher expression of the ECM covalent cross-linker transglutaminase 2 (*Tgm2*), and a disintegrin and metalloproteinase 8 (*Adam8*).

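With the values as deposited, none of these 6 genes had an adjusted p under 0.05. With the second principal component as a covariate, chosen after the data were seen, Fn1, Ctsc, Ctss and Adam8 did, and with each library centred on its median Adam8 did. Fn1, on chromosome 1 from 71632094 to 71699774, had 8.20 ± 3.65 RPKM in PBS neutrophils (SD, n = 4) and 1.65 ± 0.845 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.76, standard error 0.35, adjusted p = 0.0697 from limma). Ctsc had 5.06 ± 1.56 RPKM in PBS neutrophils (SD, n = 4) and 1.46 ± 0.315 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.27, adjusted p = 0.0560). Ctss had a log2 fold change of -1.01 (adjusted p = 0.129) and Pxdn one of -0.90 (adjusted p = 0.117). Tgm2 had 256 ± 75.8 RPKM in PBS neutrophils (SD, n = 4) and 541 ± 167 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.08, adjusted p = 0.151), and Adam8 rose by 1.04 (adjusted p = 0.0682). In each of the 6 genes every MC-21 library lay on one side of the PBS libraries. For the lower genes the limit is that monocyte and macrophage markers fell in the same libraries.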

Notably, transcriptomic profiling of “MC-21 neutrophils” also indicated an overall reduced inflammatory activity (Figure 5C). Accordingly, there was elevated expression of anti-inflammatory transcriptional regulators, including the suppressor of cytokine signaling 1 (*Socs1*) and 2 (*Socs2*), which negatively regulate cytokine-induced signaling through the JAK/STAT3 pathway, the megakaryocyte-associated tyrosine kinase (*Matk*), which negatively regulates Src family kinases, and the transducing-like enhancer of split 1 (*Tle1*), which is a suppressor of NFkB transcriptional activity (54). Furthermore, nuclear factor kappa B subunit 2 (*Nfkb2*) was significantly reduced in “MC-21 neutrophils” (1.3-fold-change, *p* = 0.0001) (data not shown). They have also displayed higher levels of myeloid inhibitory receptors that carry tyrosine-based inhibitory motifs (ITIMs), such as CD300 molecule-like family member F (*Cd300lf*) and C-type lectin domain family 12 member A (*Clec12A*). In addition, they had increased expression of the inhibitor interleukin 1 receptor antagonist (*Il1rn*) and of the FK506 Binding Protein 5 (*Fkbp5*); the latter was shown to play a key role in the immune suppressive activity of tumor associated suppressor granulocytes (55).

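Socs2, on chromosome 10 from 94847996 to 94879814, had 40.1 ± 40.0 RPKM in PBS neutrophils (SD, n = 4) and 114 ± 12.6 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.89, standard error 0.53, adjusted p = 0.168 from limma), with 99.6 RPKM in PBS replicate 6 and between 14.3 and 26.2 RPKM in the other PBS libraries. Socs1 had 14.5 ± 10.2 RPKM in PBS neutrophils (SD, n = 4) and 36.7 ± 9.63 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.44, adjusted p = 0.155), and its 29.8 RPKM in PBS replicate 6 lay above the 27.7 RPKM of MC-21 replicate 4. Matk rose by 1.88 (adjusted p = 0.109) and Tle1 by 1.21 (adjusted p = 0.0519) on the log2 scale, and in both genes the groups did not overlap. These calls depended on the processing. Under the other ways of processing the adjusted p was between 0.0061 and 0.403 for Socs2 and between 0.0128 and 0.399 for Socs1. It was between 0.0073 and 0.363 for Matk and between 0.0156 and 0.265 for Tle1. For Tle1 the low end came with the second principal component as a covariate, which was chosen after the data were seen.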

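Nfkb2, on chromosome 19 from 46379227 to 46386580, had 42.2 ± 1.17 RPKM in PBS neutrophils (SD, n = 4) and 31.8 ± 1.35 RPKM in MC-21 neutrophils (SD, n = 3). Its log2 fold change was -0.40 (standard error 0.13, adjusted p = 0.217 from limma), a fold change of 1.32 lower. The groups did not overlap (two-sided exact permutation test, p = 0.0286). Relative to the shift of all genes it was smaller, with a log2 fold change of -0.23 when each library was centred on its median.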

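Clec12a, on chromosome 6 from 129292709 to 129315321, had 18.7 ± 5.18 RPKM in PBS neutrophils (SD, n = 4) and 65.6 ± 20.3 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.74, standard error 0.27, adjusted p = 0.0287 from limma). Cd300lf had 149.9 ± 31.8 RPKM in PBS neutrophils (SD, n = 4) and 282 ± 54.7 RPKM in MC-21 neutrophils (SD, n = 3), a rise of less than 2-fold (log2 fold change 0.91, standard error 0.20, adjusted p = 0.0837), and its groups did not overlap.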

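Il1rn, on chromosome 2 from 24192373 to 24207014, had 97.8 ± 38.1 RPKM in PBS neutrophils (SD, n = 4) and 200.5 ± 31.0 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.1, standard error 0.29, adjusted p = 0.144 from limma). Fkbp5 had 26.0 ± 5.13 RPKM in PBS neutrophils (SD, n = 4) and 60.4 ± 17.6 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.17, standard error 0.22, adjusted p = 0.0572). The adjusted p under the other ways of processing was between 0.0496 and 0.354 for Il1rn and between 0.00704 and 0.321 for Fkbp5. For Fkbp5 the low end came with the second principal component as a covariate, which was chosen after the data were seen.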

Intriguingly, “MC-21 neutrophils” exhibited altered expression of genes related to lipid metabolism. Specifically, there was upregulation in the gene expression of the oxidized low-density lipoprotein receptor 1 (*Olr1*), which drives the internalization of oxidized-LDL. 

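Olr1, on chromosome 6 from 129435264 to 129457183, had 5.71 ± 3.30 RPKM in PBS neutrophils (SD, n = 4) and 28.3 ± 7.16 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 2.23, standard error 0.37, adjusted p = 0.0378 from limma). With each library left out in turn its log2 fold change stayed between 1.96 and 2.51.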

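Fabp4, on chromosome 3 from 10204347 to 10208576, had 779.6 ± 161 RPKM in PBS neutrophils (SD, n = 4) and 2026 ± 560.0 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.36, standard error 0.22, adjusted p = 0.0312 from limma). Fabp5 had 195 ± 46.2 RPKM in PBS neutrophils (SD, n = 4) and 514 ± 164 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.37, standard error 0.26, adjusted p = 0.0572). The adjusted p of Fabp5 was between 0.0302 and 0.321 under the other ways of processing. Every MC-21 library was above every PBS library in both genes. Endothelial marker genes did not rise in the same libraries, but every library held RNA of endothelial cells (Clec4g between 474 and 1539 RPKM). A rise of Fabp4 or Fabp5 within endothelial cells is therefore not ruled out.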

There was also increased expression of the free fatty acid transporters, fatty acid binding protein 4 (*Fabp4*), and 5 (*Fabp5*). In contrast, there was a reduction in the expression of genes involved with triglyceride uptake, including the low-density lipoprotein receptor-related protein 1 (*Lrp1*), which drives the uptake of triglycerides rich very low-density lipoproteins (VLDLs), and lipoprotein lipase (*Lpl*), which catalyzes the hydrolysis of triglycerides. 

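Lrp1, on chromosome 10 from 126975217 to 127058204, had 7.54 ± 2.73 RPKM in PBS neutrophils (SD, n = 4) and 1.87 ± 0.455 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.53, standard error 0.26, adjusted p = 0.0412 from limma). Lpl had 17.8 ± 9.35 RPKM in PBS neutrophils (SD, n = 4) and 3.31 ± 0.789 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.98, standard error 0.40, adjusted p = 0.0730), and its 4 PBS libraries ranged from 6.97 to 27.1 RPKM. Its adjusted p was between 0.00704 and 0.419 under the other ways of processing. The low end came with the second principal component as a covariate, which was chosen after the data were seen. Both Lrp1 and Lpl fell in libraries in which monocyte and macrophage markers were lower too.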

Concomitantly with the reduced triglycerides uptake, there was an increased expression of hypoxia-inducible lipid droplet-associated (*Hilpda*), which induces intracellular triglyceride storage through the inhibition of VLDL secretion. 

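Hilpda, on chromosome 6 from 29222488 to 29225446, had 39.8 ± 0.887 RPKM in PBS neutrophils (SD, n = 4) and 150.3 ± 65.3 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.80, standard error 0.26, adjusted p = 0.0172 from limma). The MC-21 libraries held 142, 89.2 and 219 RPKM in replicates 2, 3 and 4.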

“MC-21 neutrophils” also displayed an altered expression of lipid and cholesterol metabolism regulators, including increased expression of the enzymes lipase G (*Lipg*) and cholesterol 25-hydroxylase (*Ch25h*), and reduced expression of the nuclear receptor Liver X receptor alpha (LXRα, *Nr1h3)* (Figure 5C). 

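Lipg, on chromosome 18 from 75098976 to 75120917, had 0.683 ± 0.149 RPKM in PBS neutrophils (SD, n = 4) and 8.77 ± 6.30 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 2.35, standard error 0.36, adjusted p = 0.0277 from limma). The PBS values are at or under 0.79 RPKM, where 1 RPKM of a 1 kb transcript is only a few reads. Ch25h had 98.7 ± 38.3 RPKM in PBS neutrophils (SD, n = 4) and 359.7 ± 125 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.87, adjusted p = 0.0519). Its adjusted p was between 0.0391 and 0.304 under the other ways of processing. Nr1h3 had 9.47 ± 2.47 RPKM in PBS neutrophils (SD, n = 4) and 1.95 ± 0.729 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.82, adjusted p = 0.0172). Its fall has the same limit as those of Lrp1 and Lpl, the lower monocyte and macrophage markers.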

Collectively, these results suggest that Ly6C^hi^ monocytes induce in neutrophils transcriptional changes that are overall associated with increased inflammatory phenotype and activity.

### Ly6C^hi^ Monocytes and their MoMF Descendants Mediate Neutrophil Apoptosis and Clearance, Respectively

Once neutrophils exerted their function, they launch apoptotic pathways that ensure clearance of ROS-producing neutrophils from injured tissue to avoid excessive inflammation and oxidative damage (29, 56). 

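Of the 9 genes of Figure 6A, 5 are higher and 4 lower in MC-21 neutrophils, and 3 had an adjusted p under 0.05 in limma's fit (Prnp, Crip1 and Lgals1). In the BCL2 family, the mean of 7 anti-apoptotic genes was higher by 0.48 in log2(RPKM + 1) and the mean of 10 pro-apoptotic genes was lower, a difference of -0.28, each with p = 0.0571 in a two-sided exact permutation test (adjusted p = 0.193 for both). Bcl2a1a, Bcl2a1b and Bcl2a1d, which share much of their sequence, account for the anti-apoptotic rise. Of the other 4 anti-apoptotic genes Bcl2 went the other way, with a log2 fold change of -0.52 (adjusted p = 0.223), Mcl1 rose by 0.33 (adjusted p = 0.324), and Bcl2l1 (0.09) and Bcl2l2 (0.06) changed little, with a sign that depended on the library left out. Among the pro-apoptotic genes 9 of 10 were lower and Bcl2l11 was higher, and none had an adjusted p under 0.05. Pmaip1 changed sign with quantile normalization and with centring of the libraries, and Bak1 after the correction for GC content. With each library centred on its median, the difference was 0.65 for the anti-apoptotic genes (p = 0.0286, exact permutation test) and -0.12 for the pro-apoptotic genes (p = 0.343).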

RNA-seq analysis at the necroinflammatory phase revealed that neutrophils upregulate anti-apoptotic genes and downregulate proapoptotic genes in the absence of Ly6C^hi^ monocytes (Figure 6A). Striking was the upregulation of Bcl-2A1 genes (*Bcl2a1a, Bcl2a1b*, and *Bcl2a1d*) that promote neutrophil survival (57–59). 

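Bcl2a1a, on chromosome 9 from 88851738 to 88857254, had 43.9 ± 18.7 RPKM in PBS neutrophils (SD, n = 4) and 103 ± 31.6 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.25, standard error 0.30, adjusted p = 0.116 from limma). Bcl2a1b had 147 ± 56.6 RPKM in PBS neutrophils (SD, n = 4) and 297 ± 61.4 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.06, adjusted p = 0.131), and Bcl2a1d had 43.4 ± 15.9 RPKM in PBS neutrophils (SD, n = 4) and 92.6 ± 24.2 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change 1.11, adjusted p = 0.138). These transcripts share 67.5%, 57.4% and 84.0% of their 50-base words with the other copies, and a read from such a word does not tell the copies apart. Bcl2a1b in PBS replicate 6, at 229 RPKM, lay above MC-21 replicate 4, at 226 RPKM. Across the other ways of processing the adjusted p was between 0.0314 and 0.387 for Bcl2a1a, between 0.0305 and 0.363 for Bcl2a1b and between 0.0499 and 0.372 for Bcl2a1d.

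**Figure D6:**
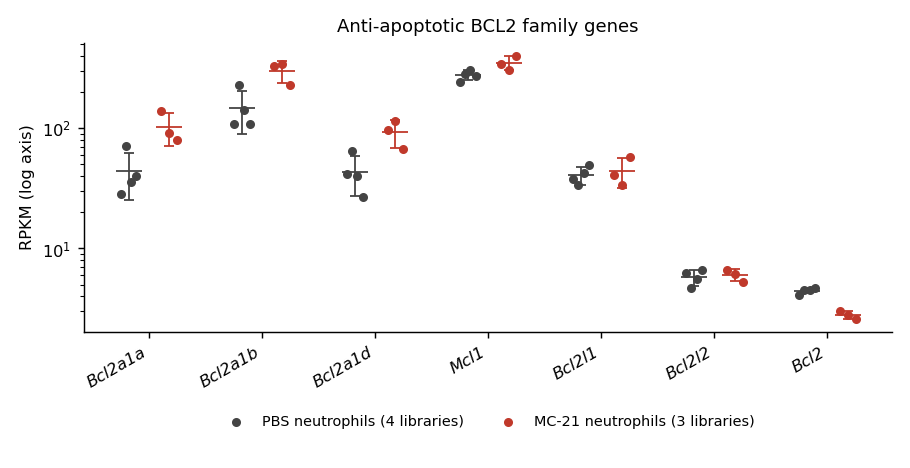
RPKM of the anti-apoptotic BCL2 family genes on a log axis, with 1 point per library and the mean ± SD of 4 PBS and 3 MC-21 libraries. The Bcl2a1 genes are higher in the MC-21 libraries, Mcl1 rises by 0.33 on the log2 scale, and Bcl2 is lower.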

There was also downregulation in the expression of proapoptotic mediators, including the serine/threonine kinase death-associated protein kinase 2 (*Dapk2*) and galectin-1 (*Lgals1*) (Figure 6A). 

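Lgals1, on chromosome 15 from 78757155 to 78760895, had 540.1 ± 52.5 RPKM in PBS neutrophils (SD, n = 4) and 249 ± 48.1 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.12, standard error 0.16, adjusted p = 0.0172 from limma). Dapk2 had 22.5 ± 4.13 RPKM in PBS neutrophils (SD, n = 4) and 9.79 ± 5.19 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.25, standard error 0.35, adjusted p = 0.172), with 3.86 RPKM in MC-21 replicate 4 and 12.0 and 13.5 RPKM in the other MC-21 libraries. Without that library its log2 fold change was -0.75. Both falls, of Lgals1 and Dapk2, were in libraries with lower monocyte and macrophage markers.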

Together with the findings that activated CD14^+^ monocytes induce ROS production by neutrophils and the fraction of AnnexinV^+^ apoptotic neutrophils (Figure 4), these gene expression alterations suggest that Ly6C^hi^ monocytes facilitate neutrophil apoptosis.

**Figure 6:**
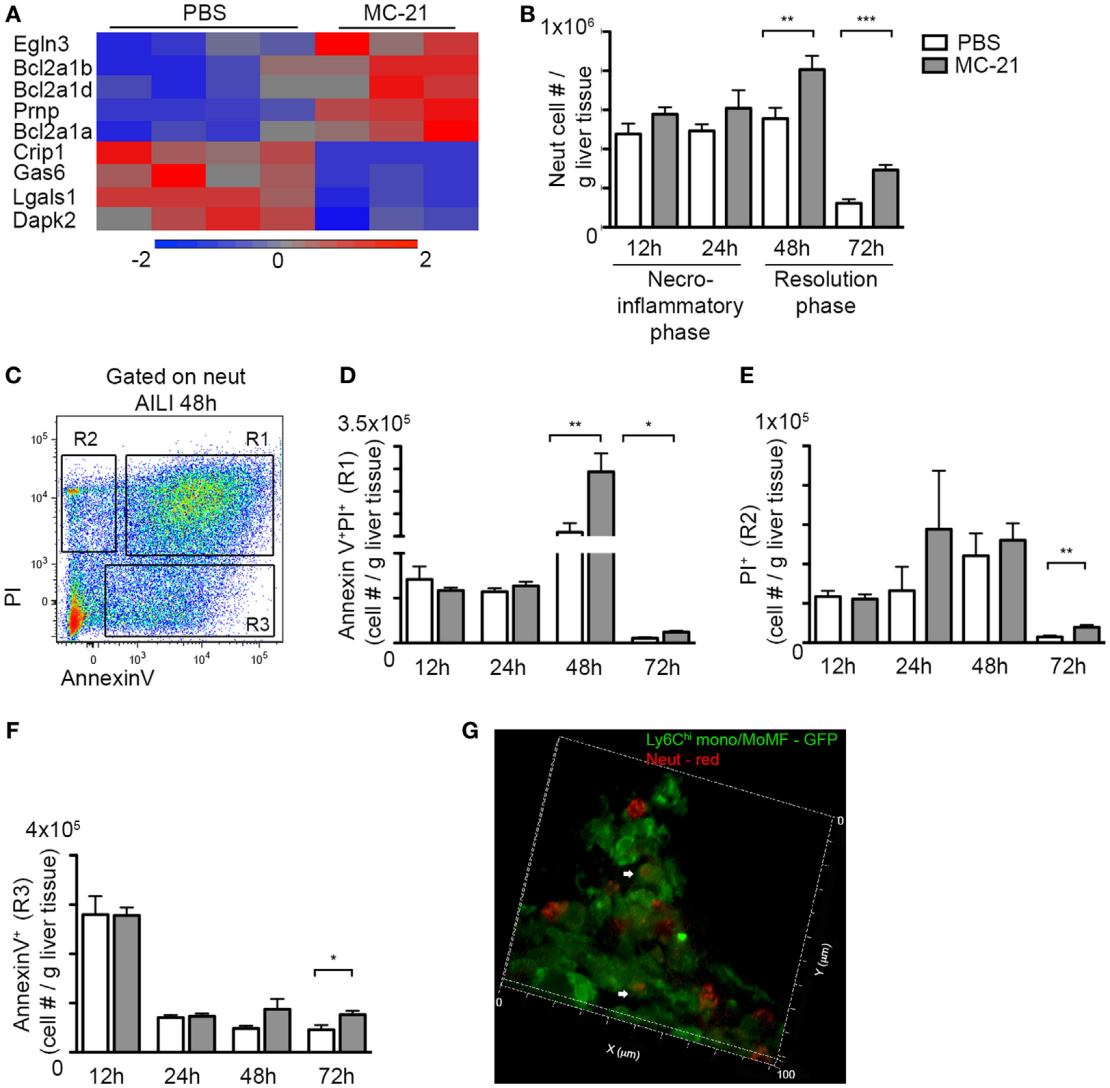
**Delayed clearance of apoptotic neutrophils in the absence of Ly6C^hi^ monocytes and monocyte-derived macrophages (MoMF)**. **(A)** RNA-seq heat map analysis displaying the differential expression (*z*-scored) of genes between “MC-21” and “phosphate-buffered saline (PBS)” neutrophils, which are associated with cell survival regulation. **(B)** Graphic representation of neutrophil numbers normalized per liver tissue mass (in gram) in the injured liver in presence (PBS) and absence of Ly6C^hi^ monocytes and their MoMF descendants (MC-21), as analyzed by flow cytometry. **(C)** Flow cytometry image showing the discrimination between early apoptotic (AnnexinV^+^), late apoptotic (AnnexinV^+^PI^+^), and necrotic (PI^+^) neutrophils at 48 h following acetaminophen-induced liver injury (AILI). **(D–F)** Graphical summaries showing cell counts normalized per liver tissue mass (in gram) of **(D)** late apoptotic neutrophils, **(E)** necrotic neutrophils, and **(F)** early apoptotic neutrophils. **(G)** 3D-reconstructed confocal image generated from 20 µm *Z*-stacks of livers sections extracted at AILI-48 h from *Cx3cr1^gfp/+^* mice. Ly6C^hi^ monocyte-derived cells are in GFP and neutrophils are in red. Magnification ×63. Heat map analysis in A was performed on the differentially expressed genes (*p* < 0.05; t-test, ≥2-fold change). Data in **(B–F)** were analyzed by unpaired, two-tailed *t*-test, comparing at each time point livers from PBS (white) versus MC-21 (gray)-treated mice and are presented as mean ± SEM with significance: *p < 0.05, **p < 0.01, and ***p < 0.001 (*n* ≥ 5 mice/group for each time point).

Therefore, we next sought to investigate how Ly6C^hi^ monocyte and MoMF ablation influence neutrophil survival. Interestingly, monocyte ablation had no impact on neutrophil numbers in the liver at 12 and 24 h following AILI (Figure 6B). In contrast, there was a significant increase in neutrophil numbers in the resolution phase at 48 and 72 h following AILI (Figure 6B), which coincided with the conversion of Ly6C^hi^ monocytes into MoMF (Figure 1E). It also coincided with the accumulation of ROS^−^ neutrophils, which were smaller and less granular in comparison with the ROS^+^ (Figures 3F,G). We next stained hepatic non-parenchymal cells from injured livers of MC-21-treated mice and controls at different time points after AILI for cellular markers of apoptosis and necrosis (Figure 6C). Selective ablation of Ly6C^hi^ monocytes had no effect on the frequency of apoptotic or necrotic neutrophils during the necroinflammatory phase (Figures 6D–F). Yet, there was a significant accumulation of late apoptotic AnnexinV^+^PI^+^ neutrophils at both 48 and 72 h post-AILI (Figure 6D) and an increase of PI^+^ necrotic and AnnexinV^+^ apoptotic neutrophils at 72 h post-AILI (Figures 6E,F). High-resolution confocal imaging further exposed the internalization of Ly6G^+^ neutrophils by Ly6C^hi^ monocyte-derived cells at AILI-48 h (Figure 6G, Movie S2 in Supplementary Material), most probably MoMF that dominate this early phase of resolution (Figure 1E). Therefore, these results suggest continued involvement of Ly6C^hi^ monocytes and their MoMF descendants in the regulation of neutrophil apoptosis and clearance.

### MoMF Express a Unique Set of Apoptotic Cell Bridge Molecules and Receptors

Recognition of apoptotic cells is performed by an increasing number of bridge molecules and macrophage receptors (29). We previously performed a comprehensive microarray-based molecular profiling of Ly6C^hi^ infiltrating liver monocytes sorted from APAP 24 h livers, MoMF sorted from APAP 72 h livers, and KC sorted from steady state and APAP 72 h livers (22). Mining out of this database revealed their variable expression of bridge molecules and receptors involved with the engulfment of apoptotic cells (Figure 7). Specifically, upon their differentiation into MoMF, Ly6C^hi^ monocytes significantly upregulated the expression of the TAM receptor protein tyrosine kinases Mertk and Axl (*p* = 0.0001 and 0.01, respectively) and their bridging molecule *Gas6* (*p* = 0.0001), as well as the gene expression of C1qa, b, and c subunits of the complement complex C1q (*p* = 0.0001, 0.0001, and 7.90E−05, respectively). Interestingly, C1q complement complex genes were also reduced in the MC-21 neutrophils (Figure 5C). 

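C1qa, C1qb and C1qc lie side by side on chromosome 4, C1qb from 136436044 to 136442102. C1qb had 155 ± 19.6 RPKM in PBS neutrophils (SD, n = 4) and 59.6 ± 6.44 RPKM in MC-21 neutrophils (SD, n = 3) (log2 fold change -1.36, standard error 0.15, adjusted p = 0.00816 from limma). C1qa and C1qc fell by 1.30 and 1.13 on the log2 scale, with adjusted p-values of 0.0139 and 0.0287. The mean over the 3 genes differed by -1.26 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.154), and by -1.1 with each library centred on its median. Marker genes of monocytes and macrophages were lower in these libraries as well.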

MoMF were also significantly higher for the C1q-receptor CD93 compared to recovering KC (*p* = 0.0001). Moreover, MoMF expressed the bridging molecule milk fat globule-EGF factor 8 gene (*Mfge8*) (Figure 7) and CX_3_CR1 (Figure 1C). Of note, CX_3_CL1 is suggested to induce the clearance of apoptotic cells through the induction of MFG-E8 (60).

**Figure 7:**
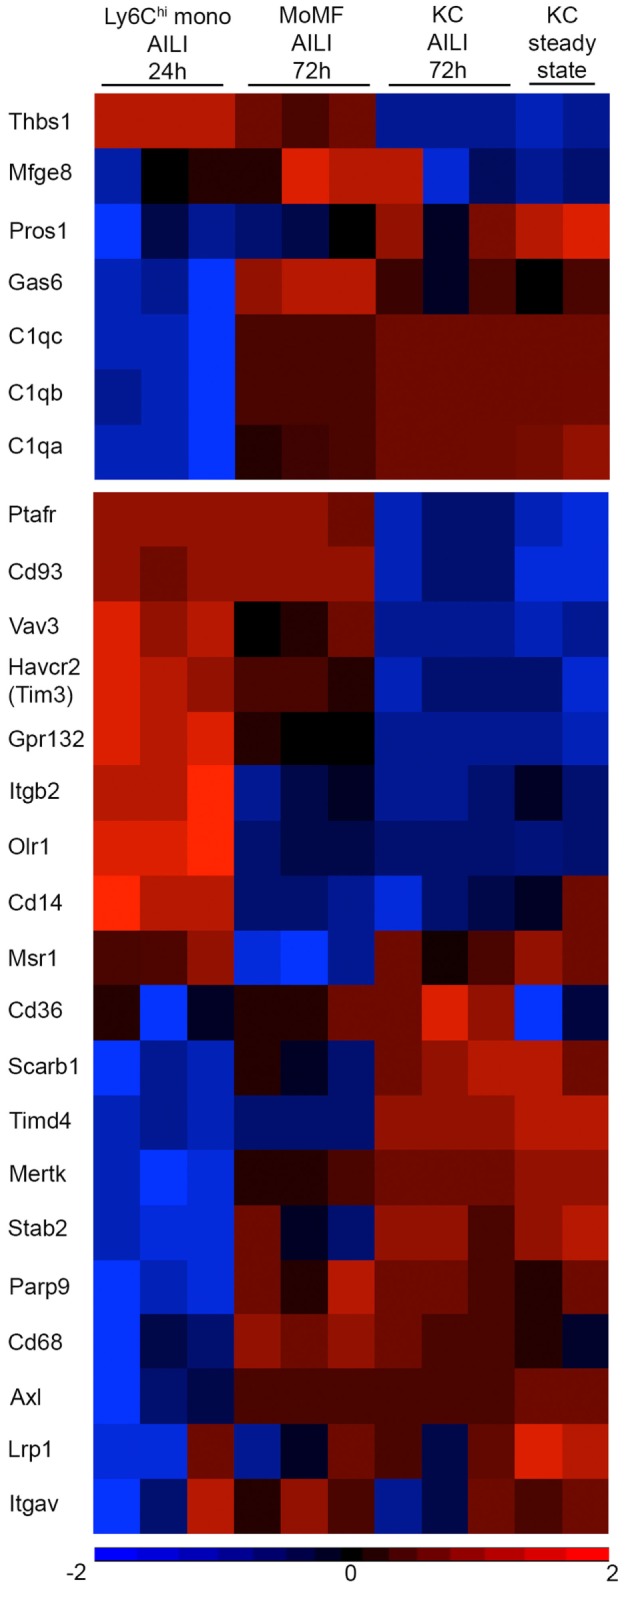
**Variable expression of apoptotic cell bridging molecules and receptors between Ly6C^hi^ monocytes, monocyte-derived macrophages (MoMF), and Kupffer cell (KC)**. Heat map analysis generated using Partek Genomics Suite version 6.6 (Partek, St. Louis, MO, USA). The heat maps show the fold-change gene-expression differences of bridge molecules (upper panel) and macrophage receptors (lower panel) involved with apoptotic cell clearance. The heat map presents comparison between Ly6C^hi^ monocytes [acetaminophen-induced liver injury (AILI) 24 h], MoMF (AILI 72 h), and KC (steady state and AILI 72 h). Color legend is presented at the bottom of the figure. Statistical significance for specific genes is mentioned as *p*-value in the text and was analyzed by ANOVA followed by Bonferroni’s multiple comparison test. These results were analyzed out of a published database (22).

Notably, clearance of late apoptotic neutrophils was eventually accomplished between 48 and 72 h in spite of the absence of MoMF (Figure 6D). This is at the time, when resident KC starts recovering (Figure 1D). Indeed, both steady state and recovering KC expressed a large variety of apoptotic cell bridge molecules and engulfment receptors, but the recovered KC were significantly higher for the oxidized PS scavenger receptor CD36 (*p* = 0.005) (Figure 7), suggesting its possible involvement in apoptotic neutrophil clearance. Nevertheless, our results show that neutrophils accumulate mostly in the centrilobular areas of necrosis (Figures 1A,B), while KC mainly localize to liver sinusoids. Finally, the expression of G2A receptor (*Gpr132*), which drives the clearance of dying neutrophils through its binding to lyso-phosphatidylserine (lyso-PS) (61), was significantly higher in Ly6C^hi^ monocytes than in MoMF (*p* = 5.7E−05) and recovering KC (*p* = 1.4E−06). Ly6C^hi^ monocytes were also significantly higher for the bridge molecule thrombospondin-1 (*Thbs1*) compared to MoMF (*p* = 0.009) and KC (*p* = 6.1E−06) (Figure 7). While the ablation of Ly6C^hi^ monocytes had no effect on the accumulation of dying or necrotic neutrophils during the necroinflammatory phase of AILI (Figure 6), they still may be involved in neutrophil clearance at 24–48 h. Noteworthy, G2A and THBS1 gene expression levels remained significantly higher on MoMF versus recovering KC (*p* = 0.0003 and *p* = 6E−05, respectively), implying on their possible involvement in MoMF-governed neutrophil clearance during early resolution phase.

## Discussion

The concerted action of professional phagocytes, including tissue-resident macrophages, recruited monocytes, and neutrophils, is fundamental for the effective elimination of noxious agents and the restoration of tissue homeostasis after injury or infection (28). Our data uncover a new immunoregulatory role for Ly6C^hi^ monocytes and their MoMF progenies by their regulation of neutrophil activity and clearance during AILI. Specifically, we demonstrate that liver-infiltrating Ly6C^hi^ monocytes activate ROS production in neutrophils in a direct manner. Further transcriptomic profiling implies that Ly6C^hi^ monocytes positively regulate neutrophil-mediated phagocytosis and inflammation. It also suggests a role for monocytes in the induction of apoptotic pathways in colocalized neutrophils. At the resolution phase, MoMF play a major role in the clearance of apoptotic neutrophils through their expression of a unique set of apoptotic cell recognition bridge molecules and receptors.

The division of labor between tissue-resident and monocyte-derived macrophage subsets in the resolution from injuries is under intense investigation (1). While it is well established that tissue-resident macrophages are critically involved in the initial recognition of tissue damage and the subsequent recruitment of inflammatory neutrophils and monocytes (28), emerging evidences in gut (49, 62) and liver (22) inflammation suggest that resident macrophages are also robustly imprinted to resist stimuli associated with acute inflammation. In contrast, monocytes display extreme functional plasticity and their immediate availability in the circulation makes them well-suited for a rapid recruitment and performance of acute effector functions required for promoting the initiation, propagation, and resolution of tissue inflammation (2). Indeed, monocytes were shown to play a critical role in the inflammatory and recovery phases of different tissue-specific injuries (1, 17–20). In liver fibrosis, Ly6C^hi^ monocytes produce proinflammatory mediators that promote hepatic stellate cell activation and fibrosis (7), but subsequently give rise to prorestorative Ly6C^lo^ macrophages (5, 8). Similarly, we have demonstrated in an acute model of AILI that recruited Ly6C^hi^ monocytes differentiate into distinct short-lived prorestorative MoMF that outnumber the resident KC population at the early recovery phase. Transcriptomic profiling revealed that Ly6C^hi^ monocytes activate upon their differentiation into MoMF molecular pathways that are associated with regenerative functions, including among others tissue scavenging, angiogenesis, and ECM remodeling (22).

Here, we provide a more detailed comprehension of the interplay between liver infiltrating monocytes and neutrophils, which spatially and temporally overlap in the centrilobular necrotic areas following AILI. During the initial inflammatory phase, monocytes and neutrophils become the dominant phagocyte subsets in the injured liver. Selective ablation of Ly6C^hi^ monocytes has no effect on neutrophil generation or recruitment, as evident by their similar representation in the circulation and in the liver tissue during the first 24 h. However, in the absence of Ly6C^hi^ monocytes, we observe a significant reduction in neutrophil activation during the inflammatory phase, as manifested by reduced ROS production, a hallmark of neutrophil activation (26–29). We also show reduced expression of NADPH oxidase 2 in the “MC-21 neutrophils,” a key mediator of neutrophil-driven oxidative burst (50). Coculture assays of stimulated CD14^+^ human monocytes with naïve neutrophils further reveal that monocyte-mediated neutrophil activation is imprinted by a cell-intrinsic and contact-independent mechanism. Monocyte stimulation with LPS or with apoptotic bodies of human hepatocytes, the latter as an example of environmental cues that monocytes encounter at the necrotic areas of the injured liver, can both induce significant activation of cocultured neutrophils as manifested by increased ROS production and augmented expression of the neutrophil activation marker CD66b (63). Notably, cell-free supernatants could also activate ROS production in the naïve neutrophils suggesting that monocyte-secreted mediators are likely to regulate such interaction. Of note, our results are in dispute with a previous study performed in a murine model of intestinal parasite infection (64). In that study, the authors elegantly demonstrated that Ly6C^hi^ monocytes shut down ROS production in neutrophils that are recruited to the infected tissue (64). Given the plasticity of monocytes, there might be distinct environmental cues that affect monocyte ability to control neutrophil activation. The nature of the potentially involved monocyte-derived factors remains to be defined, but may include cytokines, and also lipid mediators (65). With respect to the latter, we have previously shown that Ly6C^hi^ monocytes uniquely express the Ptgs2 gene, which encodes for cyclooxygenase-2 (COX2), and the microsomal PGE synthase-1 gene (*Ptges*), both of which constitute key enzymes in PGE2 synthesis (22).

RNA-seq profiling comparing between neutrophils from normal versus monocyte-deficient livers at the necroinflammatory phase further reinforces our claim that Ly6C^hi^ monocyte-derived signals activate innate immune functions in neutrophils. During tissue injury, recruited neutrophils play key role in the removal of damaged cells and cellular debris and prepare the tissue for regeneration (26–29). We show the inability of neutrophils to upregulate key genes involved with phagocytosis in the absence of Ly6C^hi^ monocytes. Induction of genes related to antigen presentation has also been noted in neutrophils under different forms of activation (51–53). Our results imply that monocyte-derived substances induce the expression of MHCII genes in neutrophils. While these results do not necessarily attribute antigen presentation capabilities to neutrophils, they do provide another marker of neutrophil activation that is reduced in the absence of monocytes. Moreover, neutrophils acquire an anti-inflammatory phenotype in the absence of monocytes. This is manifested by the upregulation of various anti-inflammatory transcription factors and myeloid inhibitory receptors in response to Ly6C^hi^ monocyte ablation. Intriguingly, we show altered expression of genes involved in the uptake of modified lipoproteins, breakdown and storage of triglycerides as well as transport and metabolism of cholesterol. While these changes are well-characterized in macrophages, especially in atherosclerosis, there are only sporadic evidences for similar gene expression alterations in activated neutrophils (51), and their mechanistic involvement in tissue injury and resolution is unclear.

Neutrophil activation has to be tightly controlled to avoid excessive tissue damage. In terms of resolution, apoptosis of neutrophils prevents further neutrophil recruitment and terminates their production of deleterious substances. We demonstrate a profound accumulation of AnnexinV^+^PI^+^ late apoptotic neutrophils specifically during the early resolution phase. Previous studies have indicated that ROS and oxidative stress can lead to neutrophil apoptosis through disruption of the mitochondria transmembrane potential [reviewed in Ref. (66)], suggesting that Ly6C^hi^ monocyte-induced ROS production by neutrophils may facilitate their apoptosis. Indeed, we show that in the absence of monocytes, neutrophils exhibit reduction in proapoptotic genes and elevation in cell survival molecules such as BCL21A. Moreover, supernatants from LPS-activated monocytes directly increase the fraction of AnnexinV^+^ apoptotic neutrophils. The phagocytic removal of apoptotic neutrophils is an additional mechanism to clear effete neutrophils and ultimately facilitate the resolution of inflammation. We show here that concomitantly with the need for clearance of apoptotic neutrophils at the early resolution phase, Ly6C^hi^ monocytes differentiate into MoMF, which become the dominant macrophage subset at this stage. Our gene-expression results further uncover that Ly6C^hi^ monocytes upregulate the expression of various apoptotic cell recognition bridge molecules and receptors upon their differentiation into MoMF, which may qualify the latter for the clearance of apoptotic neutrophils. Notably, even in the absence of MoMF, there is still clearance of late apoptotic neutrophil levels between 48 and 72 h following AILI, suggesting that other cells are also likely to take part in the neutrophil removal process, such as KC, which start repopulating at that time. We show that the recovering KC population also expresses a wide variety of apoptotic cell bridge molecules and receptors, some shared with MoMF and others are unique. Indeed, the combined absence of KC and MoMF results in a marked delay in liver repair, greater than each one alone (24).

We have previously reported that inducible and selective monocyte ablation results in impaired liver regeneration, highlighting MoMF as pivotal players in the resolution from liver injury (22). We showed that already at the necroinflammatory phase, Ly6C^hi^ monocyte ablation aggravates hepatic damage. In contrast, here we demonstrate that Ly6C^hi^ monocyte ablation at both 12 and 24 h following acute AILI has no significant impact on hepatic damage. This is further supported by a similar elevation in the serum levels of ALT and AST liver enzymes during the first 24 h of AILI between PBS and MC-21-treated mice. The discrepancy in these results may be related to the different routes of APAP administration implemented in these studies. As Ly6C^hi^ monocytes express both proinflammatory and restorative genes (22), their ablation may concomitantly interfere with inflammation-induced damage and resolution. Nevertheless, these results suggest that Ly6C^hi^ monocyte-mediated regulation of neutrophil activity, and specifically promotion of ROS production, does not significantly contribute to hepatocyte damage. This is in alignment with a previous study reporting that neutrophils do not contribute to the initiation or progression of hepatic damage during acute AILI (35). Importantly, we corroborate our previous findings (22) demonstrating that ablation of Ly6C^hi^ monocytes and their MoMF descendants impair liver resolution at 48 h following AILI. We also show that their ablation leads to increased accumulation of late apoptotic neutrophils. Therefore, it may be that this delay in neutrophil clearance perpetuates the inflammatory response and interferes with hepatic resolution. Of note, MoMF express large repertoire of prorestorative factors promoting hepatocyte growth, ECM remodeling, and angiogenesis (22). Thus, it is has difficult to determine to what extent the altered neutrophil activity and clearance contribute to the increased liver damage following monocyte and MoMF ablation.

Collectively, our results suggest a sequence of interactions following AILI between Ly6C^hi^ monocytes, MoMF, and neutrophils. We show that Ly6C^hi^ monocytes promote neutrophil activation at the injury site during the initial necroinflammatory phase, an important step for the removal of damaged tissue. Subsequently, ROS production in neutrophils may facilitate their apoptosis and their subsequent clearance by MoMF.

## Author Contributions

The corresponding author (CV) confirms that all authors agree to be accountable for the content of the work. NG and CV designed, performed, and analyzed all experiments and wrote the manuscript. MV, OM, GC, and DR substantially assisted NG with some of the major *in vivo* experiments. LCM performed the RNA library generation for the RNA-seq analysis and MPC and ED analyzed the gene expression RNA-Seq data. EB performed the histopathological assessments. EZ contributed to the design of the original idea in this manuscript. SJ mentored NG together with CV, contributed to the experimental design and analysis and critically reviewed the manuscript.

## Conflict of Interest Statement

The research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

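RNA-seq was performed on neutrophils sorted from livers at 24 h following AILI, from 4 mice treated with PBS and 3 mice treated with MC-21. The authors sequenced 3′ libraries on an Illumina NextSeq, mapped the reads to mm9 with HISAT 0.1.5, converted the alignments with SAMtools, and obtained RPKM values per gene in Partek Genomics Suite 6.6, which are the values deposited. The paper's text does not name the transcript annotation, the handling of reads that map to several places, overlapping genes or molecular barcodes, or any filter on low values. Read counts were not analysed here, and tests made for counts were not run.

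Every column of the deposited table was matched to 1 mouse by its label. The depth was read from the table. The value of 1 read in a gene differs between libraries by their depth, so the most frequent ratio between 2 libraries over genes under 2 RPKM gives their relative depth. Genes under 1 RPKM with 1 annotated transcript and at least 3 libraries above 0 then give the depth itself, from their lowest value, taken as 1 read, and the transcript's length. Of 653 genes used, 344 (52.7%) gave a depth within 1% of the most frequent one, and with that depth 77.0% of 4029 low values lay within 0.1 of a whole read, against 20% by chance. In a transcript of 1 kb, 1 RPKM stands for 1.59 reads in the shallowest library and 3.96 in the deepest, so that differences in genes near 1 RPKM rest on few reads.

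Differences were computed as MC-21 minus PBS on log2(RPKM + 1), without further scaling between libraries, for the 9594 genes with a mean of at least 1 RPKM over the 7 libraries. The test was limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. The paper's cutoffs, an unadjusted p under 0.05 and at least a 2-fold change, were applied to the same fit. Single values and gene sets were compared with a two-sided exact permutation test over all 35 splits of the 7 libraries into 4 and 3, whose smallest p is 0.0286. The score of a gene set is the mean of log2(RPKM + 1) over its genes. Of the 27 sets, 23 were written before the data were examined and 4 after, and the p-values were adjusted over all 27. With 27 sets, 5 had an exact permutation p under 0.05 and 0 had an adjusted p under 0.05, a value the design allows only if at least 16 sets had the smallest p, so the adjusted p of a set is limited by the design. Outlying libraries were sought with Dixon's ratio in the PBS group, which has 4 libraries. The share of lower genes has a 95% Wilson interval.

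The genes named are those that the paper names from these data, those of Figures 5C and 6A, the members of the NADPH oxidase, MHC class II, BCL2 family and C1q sets, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap between the groups. Members of marker sets are named where the set is reported. Results of 1 gene and of 1 gene set are not reported here, for a reason unrelated to their values, and both stayed in the fits and adjustments. Coordinates, transcript sequences and GC content came from the mouse annotation of the same build, in which 15528 of the 16047 genes have coordinates and 14890 have a GC content. Symbols were matched to the annotation as the table gives them, or else by a synonym where only 1 fitted. H2-DMb2, Elane, Il5ra, Prg2, Epx and Pax5, which belong to gene sets, are not in the table.

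The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 RPKM, quantile normalization, centring of each library on its median, limma without a trend, a t-test on the log2 values and on the RPKM values, an adjusted p as the cutoff, and leaving out each library in turn. A correction of each library for GC content (lowess with a span of 0.3, which also centres the libraries), the second principal component as a covariate, and a t-test on RPKM values without a filter were added after the data were seen. The ranges of adjusted p given for genes under the other ways of processing cover all of these fits but the t-test without a filter. They include the fits that left out a library. The limma fit was tested on simulated data for 9594 genes, of which 200 were changed by 2 on the log2 scale. Of these, 191 (95.5%) had an adjusted p under 0.05, and 12 unchanged genes did too (5.91% of the genes called). The changed genes were drawn only from genes above a minimum mean expression, and the simulated noise was normal and independent between genes. These rates therefore do not cover genes with low RPKM, smaller changes, or a pattern that many genes share, such as the second principal component. The simulated correction for GC content lowered the SD of an added trend from 0.293 to 0.0418. Tables and tests were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The enrichment of Gene Ontology terms was not repeated, since no term lists were available, and the paper's other experiments were not analysed here.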

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

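The comparisons with marker genes of other cell types given here were chosen after the result was seen, and so was the correction for GC content.

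In the PBS group, 4 of 118 results had 1 library far from the other 3 (Dixon's ratio above its critical value at 95% confidence), where chance gives about 5.9. The ratio was 0.894 for Socs1, where PBS replicate 6 was high at 29.8 RPKM, and 0.861 for C1qc, where PBS replicate 7 was low at 67.4 RPKM. It was 0.891 for the mean of the pro-apoptotic BCL2 family genes and 0.905 for that of the interferon-stimulated genes, and in both PBS replicate 5 was low. After the correction for GC content the ratio was 0.347 for C1qc and 0.222 for the pro-apoptotic genes, below the critical value, and 0.931 for Socs1 and 0.884 for the interferon-stimulated genes, above it. Another 5 results rose above it with the correction (Cxcr1, Matk, Bak1, the SOCS family and the glucocorticoid-induced genes), which makes 7 after it. The number of such results is near what chance gives, so no explanation was sought for them, and the labels give no difference between the PBS mice that a biological explanation could rest on. This count does not test whether 1 library lies apart in many genes at once. Without PBS replicate 6, 102 genes had an adjusted p under 0.05 and 53 of them were higher, against 60 and 19 with all libraries. Leaving out any other library gave between 9 and 40 genes.

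Car4 and Crispld2 are among the 5 largest rises and are not discussed in the paper. Car4, on chromosome 11 from 84771288 to 84779546, was higher in MC-21 neutrophils by 3.50 on the log2 scale (standard error 0.55, adjusted p = 0.0311 from limma). It had 0.278, 6.01, 0.868 and 2.14 RPKM in PBS replicates 5 to 8 and 47.8, 15.9 and 33.5 RPKM in MC-21 replicates 2 to 4. Crispld2, on chromosome 8 from 122516338 to 122576693, was higher by 2.40 (standard error 0.24, adjusted p = 0.00438), with 13.4 to 23.8 RPKM in the PBS libraries and 77.9 to 124 RPKM in the MC-21 libraries. Under the alternatives the adjusted p was between 0.00971 and 0.319 for Car4 and between 0.00118 and 0.235 for Crispld2. The log2 fold change without each library in turn was between 3.15 and 3.96 for Car4 and between 2.18 and 2.56 for Crispld2, and after the correction for GC content it was 3.63 and 2.55. RNA of endothelial cells in the MC-21 libraries was weighed as a technical explanation. Endothelial marker genes were not higher there, with a difference of -0.32. Markers of Kupffer cells (-0.59), monocytes and macrophages (-0.93), lymphocytes (-0.36), dendritic cells (-0.39), eosinophils (-0.27) and B and plasma cells (-1.15) were lower there too. Of these, the eosinophil value rests on 1 gene (Siglecf), that of B and plasma cells on 2 and that of dendritic cells on 3. Markers of hepatocytes (-0.06) and platelets (-0.11) were lower as well, but changed sign with quantile normalization, centring on medians and the correction for GC content. Markers of basophils and mast cells were higher by 0.22 (exact permutation test, p = 0.4), but among these Mcpt8 had 1.72, 2.15, 1.79 and 0 RPKM in PBS replicates 5 to 8 and 3.67, 0.749 and 1.71 RPKM in MC-21 replicates 2 to 4, far less than the rises of Car4 and Crispld2. The treatment with MC-21 is the biological explanation that the design gives, and it was not told apart from RNA of cells without a marker list here. Nor was it told apart from a rise within other cells whose RNA the libraries held, such as endothelial cells.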

How the results depend on the processing

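The correction for GC content, the second principal component as a covariate and the t-test on RPKM values without a filter were chosen after the data were seen. No paired analysis was possible because the PBS and MC-21 libraries share no replicate number. The alternatives for read counts were not run, since the deposited values are RPKM.

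The number of genes with an adjusted p under 0.05 was 60 and ranged from 9 to 102 across the 7 fits that each left out one replicate. It was 6 without a filter on low values (53 or more in the other limma fits on all 7 libraries), 4 with a t-test on log2 values, 5 with a t-test on RPKM values and 152 with the second principal component as a covariate, which kept all 60. The number passing the paper's cutoffs was 259 and ranged from 231 to 368 without each replicate. It was 433 with a pseudocount of 0.1, 153 with a mean of at least 5 RPKM, 56 with an adjusted p as the cutoff and 491 with a t-test on RPKM values without a filter. The cause of these changes was not tested.

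The share of lower genes, 62.2%, ranged from 60.6 to 75.5% without each replicate. It was 72.5% with a pseudocount of 0.1, 53.6% with a mean of at least 5 RPKM, 69.3% with a t-test on RPKM values, 70.1% with the same test without a filter, and 69.9% with the second principal component as a covariate. It was 42.9% with quantile normalization, 39.8% with centring on medians and 43.1% with the correction for GC content, which centres the libraries too. These 3 remove the median difference of -0.16 between the MC-21 and PBS libraries. Whether most genes were lower depends on reading that difference as expression or as scale, which RPKM values alone do not settle. RPKM is relative to a library's mapped reads. Its sum was not lower in MC-21 libraries (495936 to 504933) than in PBS libraries (481943 to 502014). The lower medians are thus lower shares of the reads, and a general fall of expression cannot be read from them. Of the 68 genes of Figures 5C and 6A, between 49 and 63 passed the cutoffs without each replicate, against 58 with all libraries, and in each fit that tests all 68 they have the direction that the figures show.

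The difference of the anti-apoptotic BCL2 family, 0.48, reached an exact permutation p of 0.0286 with a mean of at least 5 RPKM (0.65), with centring on medians (0.65) and with the correction for GC content (0.59). The differences of the MHC class II, C1q and pro-apoptotic sets kept their direction under each alternative that was run. The exact permutation p of the MHC class II and C1q sets was the smallest possible with the values as deposited and in each alternative tested, so it shows only that the 4 and 3 libraries stayed separated.

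Some small differences reversed, for causes that were not tested. Under the correction for GC content Cyba was at 0.0624 and Bak1 at 0.0345. Pmaip1 was at 0.0295 with quantile normalization and 0.0457 with centring on medians. Adgre1 was at -0.00766 with a pseudocount of 0.1 and at -0.26 with the second principal component as a covariate. Without each replicate the log2 fold change ranged from -0.0132 to 0.42 for Rac2, -0.11 to 0.26 for Bcl2l1, -0.0249 to 0.13 for Bcl2l2, -0.28 to 0.0278 for Bak1, -0.67 to 0.0238 for Bik, -0.18 to 0.000784 for Pmaip1 and -0.39 to 0.73 for Adgre1.

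Of the gene sets, with quantile normalization, centring on medians and the correction for GC content in that order, the difference was 0.0454, 0.12 and 0.14 for the NF-kappaB subunits and inhibitors, 0.0205, 0.101 and 0.0750 for the hepatocyte markers, 0.0960, 0.0828 and 0.17 for the azurophil granule genes, and 0.0532, 0.0554 and 0.0511 for the platelet and megakaryocyte markers. The cell cycle genes were at -0.0402 with a pseudocount of 0.1. Without each replicate the difference ranged from -0.11 to 0.0139 for the NF-kappaB set, -0.21 to 0.13 for the hepatocyte markers, -0.60 to 0.31 for the azurophil granule genes, -0.45 to 0.0679 for the interferon-stimulated genes, -0.0512 to 0.0811 for the immediate early genes, -0.29 to 0.37 for the cell cycle genes and -0.23 to 0.0520 for the platelet and megakaryocyte markers. The dendritic cell, azurophil granule, cell cycle and B cell and plasma cell sets have no gene with a mean of at least 5 RPKM and gave no value there.

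Among the log2 fold changes of single genes under the alternatives other than leaving out a replicate, 860 kept their direction and side of the threshold, 117 lost an adjusted p under 0.05, 36 gained one and 6 reversed. Without each replicate, 576 were the same, 117 lost it, 17 gained it and 11 reversed. Among the other gene sets under the alternatives with a test, 108 differences were the same, 5 lost an exact permutation p under 0.05, 2 gained one and 13 reversed. The depth limits the genes near 1 RPKM most, such as Lipg in the PBS libraries, where a value rests on few reads.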

Differences from the paper's values

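The paper gives 449 genes with p under 0.05 and at least a 2-fold change. With limma on log2(RPKM + 1) the same cutoffs gave 259 genes. Among the alternatives set before the data were examined, a pseudocount of 0.1 gave 433 genes, and leaving out PBS replicate 6, MC-21 replicate 2 or MC-21 replicate 3 gave 323, 368 and 337 genes, each within 1.5 times the paper's number. The others did not come that close: no filter on low values gave 253, a mean of at least 5 RPKM 153, quantile normalization 233, centring on medians 246, limma without a trend 255, a t-test on log2 values 206, a t-test on RPKM values 277, an adjusted p as the cutoff 56, and leaving out PBS replicate 5, 7 or 8 or MC-21 replicate 4 gave 263, 281, 231 and 246. Of the alternatives chosen after seeing the data, a t-test on RPKM values with no filter on low values gave 491 genes. The correction for GC content gave 246 and the second principal component as a covariate 289.

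For Nfkb2 the paper gives p = 0.0001. The unadjusted p from limma was 0.0118. A t-test on log2 values gave 0.000118 and a t-test on RPKM values 0.000109, and of the alternatives set before the data were examined only these 2 came within 1.5 times the paper's p. The others gave between 0.00199 and 0.109. The fold change of Nfkb2 was 1.32 against the paper's 1.3, and fell to 1.18 with centring on medians and to 1.12 with the correction for GC content, which was chosen after seeing the data.

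Figures 5C and 6A show genes that passed the cutoffs, and 10 of them did not pass in limma's fit. H2-DMa had a log2 fold change of -0.73 and an unadjusted p of 0.156, and passed only without MC-21 replicate 3. The 9 others had a log2 fold change within the 2-fold limit, with an unadjusted p of at most 0.00797. Acp2 (-0.99), Cxcl16 (-1.0) and Gas6 (-0.97) passed with a pseudocount of 0.1, as did Cxcr1 (0.99) and Egln3 (0.99). These 5 and Pxdn (-0.90) and Zfpm1 (-0.91) passed with a t-test on RPKM values, and with the same test without a filter, which was chosen after seeing the data. Cxcr1, Fpr1 (0.95) and Egln3 passed with quantile normalization, and these 3 and Cd300lf (0.91) with centring on medians and with the correction for GC content, also chosen after seeing the data. Leaving out single libraries gave further passes: Acp2 without PBS replicate 6 or 8 or MC-21 replicate 2, Pxdn and Zfpm1 without PBS replicate 6, Cxcl16 and Cxcr1 without PBS replicate 6 or MC-21 replicate 3, Cd300lf without PBS replicate 7 or MC-21 replicate 3, Fpr1 without PBS replicate 5 or MC-21 replicate 4, Egln3 without PBS replicate 6 or 7 or MC-21 replicate 3, and Gas6 without PBS replicate 5 or 7 or MC-21 replicate 3.

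The paper states that lower genes outnumbered higher genes in each functional group, which was not computed, since the groups' gene lists were not used here. With the RPKM values as deposited 62.2% of the genes passing the cutoffs were lower, with quantile normalization 42.9%, with centring on medians 39.8% and with the correction for GC content 43.1%.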

Other observations

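The tests on monocyte and macrophage markers, on hepatocyte markers and on other splits of the libraries were set before the data were examined, and the other tests here were chosen after the results were seen.

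Of the 35 splits of the 7 libraries into 4 and 3, 2 gave as many genes with an adjusted p under 0.05 as MC-21 against PBS (60 genes), the real split included, and 2 gave as many genes passing the paper's cutoffs (259). In 32 of the splits no gene had an adjusted p under 0.05 (an unadjusted p under 0.05 was reached by 118 to 938 genes in these, and by 1415 genes in MC-21 against PBS). The split of PBS replicates 5, 7 and 8 against the other 4 libraries, gave 10 genes with an adjusted p under 0.05, 200 passing the paper's cutoffs and 1389 with an unadjusted p under 0.05. The split that gave as many genes as MC-21 against PBS, with PBS replicates 6 and 7 and MC-21 replicate 2 against the other 4 libraries, gave 123 genes with an adjusted p under 0.05, of which 122 were higher in the 3 libraries. None of the 123 is among the 60 genes of MC-21 against PBS, and none is named in the paper. The 5 largest were Capza1, Mfsd14b, Psmd14, Smpdl3a and Sptssa. Mfsd14b, chosen here after its values were seen, lay between 10.2 and 14.7 RPKM in the 3 libraries and between 0.905 and 1.35 RPKM in the 4. The labels give no batch, so this split is known only from the values. Since it parts libraries of both groups, it is not the comparison of MC-21 with PBS.

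GC content, depth and RNA of monocytes or macrophages were weighed as technical explanations of the 123 genes. The median GC content of the 119 with a value was 43.3%, against 51.1% for the genes tested, below each of 10000 random lists of the same size matched on mean expression. After the correction for GC content 85 of the 123 kept an adjusted p under 0.05, and the correction moved this pattern little (below). This argues against a GC trend of the kind that the correction removes as the source of most of these genes. Their low GC content is not explained by this, so a cause that goes with GC content in another way stays open. Depth did not differ between the 3 and the 4 libraries (exact permutation test, p = 0.543). The monocyte and macrophage markers gave p = 0.229 in an exact permutation test, which ignores that their mean also differed with treatment. Within each group this mean was higher in the 3 libraries. It was 3.71 and 3.83 in PBS replicates 6 and 7, against 3.18 and 3.40 in PBS replicates 5 and 8. In MC-21 replicate 2 it was 2.82, against 2.70 and 2.29 in MC-21 replicates 3 and 4. The test therefore does not rule out RNA of monocytes or macrophages. The second principal component, with 26.6% of the variance, ran in the direction of this split. Its loadings followed GC content across genes (Spearman's rho -0.36, genes not being independent replicates), and its scores did not follow depth (rho 0.11, exact permutation p = 0.840). After the correction for GC content the component had 25.4% of the variance and an absolute r of 0.99 with its scores before the correction, and this split gave 93 genes with an adjusted p under 0.05, against 55 for MC-21 against PBS. The source of this pattern remains open, and no biological explanation was tested, since the labels give none for this split.

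For the 60 genes of MC-21 against PBS, depth did not differ between the groups (exact permutation test, p = 0.457), and 44 of the 60 kept an adjusted p under 0.05 after the correction for GC content.

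RNA of other cells in the sorted neutrophils was tested with marker genes. The median log2 fold change of 11 monocyte and macrophage markers was -0.86, against -1.30 for the lower genes of Figures 5C and 6A. Ms4a6c (-1.79, adjusted p = 0.00851), F13a1 (-1.63, adjusted p = 0.0378) and Ccr2 (-1.51, adjusted p = 0.0263 from limma) fell, each lower in 3 of 3 MC-21 libraries than in any PBS library, while Adgre1 (0.02, which changed sign under some alternatives), Mpeg1 (-0.27) and Ly6c2 (-0.25) changed little. Kupffer cell markers were lower by a difference of -0.59 (exact permutation test, p = 0.114). Neutrophil markers were higher by a difference of 0.42 (exact permutation test, p = 0.114), with 5 of 7 genes higher and 2 lower. The lower genes in MC-21 neutrophils can therefore not be told apart from a smaller amount of monocyte, macrophage or Kupffer cell RNA in these libraries, which may account for part of them, and a fall of the same genes within neutrophils is the biological explanation that the design gives. Hepatocyte markers were not higher in MC-21 neutrophils by the deposited values (difference -0.0625), though the sign changed with quantile normalization, centring on medians, the correction for GC content and the library left out. The deposited values thus go against more hepatocyte RNA in the MC-21 libraries as the source of the higher C3, C1rl and Serpina3n, and the changes of sign limit this test. Endothelial markers were not higher either (difference -0.32), which goes against more endothelial RNA in the MC-21 libraries as the source of the higher Fabp4, Lipg and Selp. Every library held endothelial RNA, with Clec4g between 474 and 1539 RPKM. A rise of these genes within endothelial cells would leave the markers unchanged, so it was not tested.

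The lowest share of 50-base words that a Bcl2a1 transcript has in common with the other copies was 57.4%, so the rises of Bcl2a1a, Bcl2a1b and Bcl2a1d may be 1 rise counted on 3 genes. Among the sets that the paper does not discuss, dendritic cell markers (-0.39) and B cell and plasma cell markers (-1.15) had an exact permutation p of 0.0286, and an adjusted p of 0.154 over the 27 sets. The dendritic cell mean rests on 3 genes, with log2 fold changes of -1.22 for Ccr7, -0.16 for Zbtb46 and 0.20 for Clec9a. That of B cells and plasma cells rests on 2 genes, Cd22 and Mzb1, with no value above 5.59 RPKM.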
